# Targeted RNA Knockdown by a Type III CRISPR-Cas Complex in Zebrafish

**DOI:** 10.1089/crispr.2020.0032

**Published:** 2020-08-24

**Authors:** Thomas Fricke, Dalia Smalakyte, Maciej Lapinski, Abhishek Pateria, Charles Weige, Michal Pastor, Agnieszka Kolano, Cecilia Winata, Virginijus Siksnys, Gintautas Tamulaitis, Matthias Bochtler

## Abstract

RNA interference is a powerful experimental tool for RNA knockdown, but not all organisms are amenable. Here, we provide a proof of principle demonstration that a type III Csm effector complex can be used for programmable mRNA transcript degradation in eukaryotes. In zebrafish, *Streptococcus thermophilus* Csm complex (StCsm) proved effective for knockdown of maternally expressed *EGFP* in germ cells of *Tg(ddx4:ddx4-EGFP)* fish. It also led to significant, albeit less drastic, fluorescence reduction at one day postfertilization in *Tg(myl7:GFP)* and *Tg*(*fli1:EGFP)* fish that express *EGFP* zygotically. StCsm targeted against the endogenous *tdgf1* elicited the characteristic one-eyed phenotype with greater than 50% penetrance, and hence with similar efficiency to morpholino-mediated knockdown. We conclude that Csm-mediated knockdown is very efficient for maternal transcripts and can also be used for mixed maternal/early zygotic and early zygotic transcripts, in some cases reaching comparable efficiency to morpholino-based knockdown without significant off-target effects.

## Introduction

Chronic knockout and acute knockdown of genes often lead to drastically different phenotypes, in ways that are only partly explained by technical limitations.^1,2^ Therefore, knockdown experiments remain interesting even in the era of facile DNA knockout generation using CRISPR-Cas9.

In many experimental animal models, systemic^3^ or cell-autonomous^4^ RNA knockdown can be achieved by exploiting endogenous RNA inference pathways, but there are important exceptions, zebrafish among them. In zebrafish embryos, endoribonuclease-prepared short interfering RNA reportedly leads to nonspecific developmental defects,^5^ presumably due to overload of the endogenous interference pathways. More encouraging results have been obtained using either short interfering RNA^5^ or short hairpin RNA,^6^ but neither method has gained widespread acceptance in the zebrafish community.

Morpholino-mediated knockdown is the leading technology for RNA silencing in zebrafish.^7–9^ The method is well established, but some limitations exist. Morpholinos only bind to RNA; but they do not cleave it. Therefore, only translation initiation and splice sites may be targeted, which is not always uniquely possible. Moreover, many maternal RNAs are already spliced and therefore very difficult to target. Morpholinos have a low “useful” range of concentrations. At lower concentrations, silencing is frequently incomplete,^10^ while at higher concentrations, off-target effects are common and have to be carefully controlled.^1,11^ Recently, dCas9-mediated transcriptional inhibition^12^ has been tested in zebrafish as an alternative to morpholinos, but success has only been demonstrated in a single case using relatively early embryos.^13^ For maternal transcripts, morpholino-based knockdown is problematic, and transcription suppression can altogether not be used.

Prokaryotic Argonaute proteins (Agos) provide an attractive, RNA degradation–based strategy for programmable, targeted knockdown. The approach becomes possible because some prokaryotic Agos, such as the *Marinitoga piezophila* Ago, differ in their guide nucleic acid requirements from endogenous Agos.^14^ *Natronobacterium gregoryi* Ago (NgAgo)—now considered as a DNA-guided, RNA-directed endonuclease^15^—is to our knowledge the only heterologous Ago that has been tested as a knockdown tool for zebrafish. In principle, NgAgo should make it possible to target maternal transcript as well or better than zygotic transcripts. However, to our knowledge, only knockdown of one early zygotic gene (*fabp11a*) has been tested, leading to eye development defects.^15^

RNA-directed CRISPR nucleases such as the class1 (multiple subunits) enzymes of the Csm (type III-A)^16,17^ and Cmr (type III-B)^18,19^ or class 2 (single subunit) effectors such as Cas13a (C2c2, type VI-A),^20–22^ Cas13b (type VI-B),^23^ and Cas13d (type VI-D)^24^ or Cas9 (type II) redirected to RNA using PAMmers^25^ could potentially be used for programmable RNA degradation. For Cas13 proteins, RNA knockdown in cells,^26,27^ plants,^28^ and animals, including zebrafish,^29^ has already been demonstrated. In this work, we have tested this concept using zebrafish as the animal model and type III-A Csm complexes as the programmable CRISPR RNA endoribonucleases.

The Csm proteins bound to CRISPR RNAs (crRNAs) form multisubunit protein–RNA complexes.^30^ Initial genetic data suggested that these complexes act as RNA-guided DNA endonucleases.^31^ However, subsequent *in vitro* studies indicated that the Csm complexes had RNA-guided, RNA-directed endoribonuclease activities cleaving substrate RNAs at multiple, regularly spaced sites.^16,17,32^ The apparent inconsistency between *in vivo* and *in vitro* data was resolved by the demonstration that the Csm complexes have transcription-dependent deoxyribonuclease (DNase) activity.^33^ Csm complexes find their targets by hybridization of the guide crRNA with the nascent RNA from transcription.^34^ They carry out co-transcriptional DNA and RNA cleavage during the expression phase of bacterial immunity, thus cleaving DNA and eliminating RNA of the invader.^32,34,35^

Active sites responsible for the DNase and ribonuclease (RNase) activities are distinct and located in different subunits of the Csm complex. The Cas10 subunit harbors an HD domain,^36^ which ensures the DNase activity of the Csm complex.^37^ Csm3 subunits, present in multiple copies and forming a crRNA binding filament structure, harbor the RNase activities of the Csm complex.^17^ Consistent with this assignment, the Cas10 D16A and Csm3 D33A mutations (*Streptococcus thermophilus* numbering) specifically abolish ssDNase and RNase activities of the complex, respectively.^17,34,35^ Csm complexes can so far only be assembled in bacterial cells. In the natural hosts, precursor crRNAs (pre-crRNAs) are expressed from CRISPR regions that are subjected to two cleavage events: primary processing by endoribonucleolytic cleavage of Cas6 to produce a ∼70 nt intermediate and further maturation during which non-Cas nucleases trim the 3′-end of the intermediates to generate matured ∼40nt crRNAs.^38,39^ The crRNA maturation and the loading on Csm complexes also occur in heterologous hosts carrying the Cas/Csm operon and associated CRISPR region.^17^

For our knockdown experiments, we initially used zebrafish lines expressing enhanced green fluorescent protein (*EGFP*) from various promoters in different tissues and at different stages of development. The *Tg(ddx4:ddx4-EGFP),*^40^ *Tg(Xla.Eef1a1:mlsEGFP),*^41^ *Tg(nkx2.5:EGFP),*^42^ *Tg(myl7:GFP),*^43^ and *Tg*(*fli1:EGFP)*^44^ test cases were chosen to include cases of maternal RNA deposition without zygotic expression, maternal and zygotic expression, and zygotic expression only. In all cases, the *EGFP* transgenes were expressed from transposon insertion sites, always in the background of the endogenous genes (Fig. 1A).

**FIG. 1.**
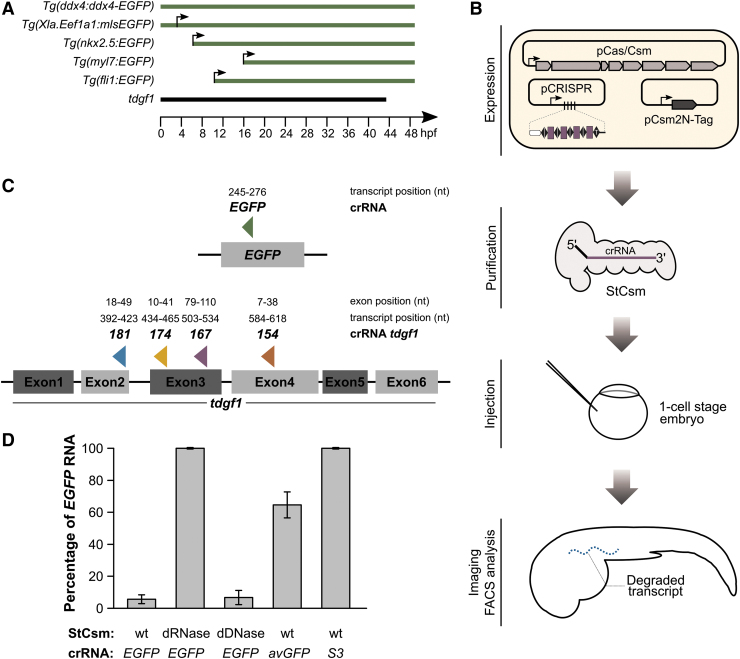
Experimental design and *in vitro* tool validation. **(A)** Onset of transcription of transcripts targeted in this study. The *Tg(ddx4:ddx4-EGFP* fish express the transgene strictly maternally, there is no zygotic expression for at least 50 hours postfertilization (hpf).^40^ In germ cells, the mRNA is exempt from the otherwise widespread RNA degradation at the mid-blastula transition.^55^ The *Tg(Xla.Eef1a1:mlsEGFP)* fish express *EGFP* with an N-terminal mitochondrial localization signal derived from subunit VIII of cytochrome oxidase under the control of the constitutive elongation factor 1α (EF-1α).^41^ Expression is both maternal and zygotic. The *Tg(nkx2.5:EGFP)*, *Tg(myl7:GFP)* and *Tg(fli1:EGFP)* express the transgene zygotically. The *Tg(nkx2.5:EGFP)* fish first exhibit fluorescence in the ventral margin of the embryo at the onset of gastrulation (∼5.5 hpf). By 2 days postfertilization (dpf), *EGFP* expression is limited to the heart.^42^ *Tg(myl7:GFP)* expression becomes detectable at ∼16 hpf in myocardial cells of the heart and persists for the lifetime of the animal.^43^ The *Tg(fli1:EGFP)* fish start to express *EGFP* from the three-somite stage (∼10 hpf). At 1 dpf, trunk and segmental vessels and cells of erythroid morphology are fluorescently labelled, and at 2 dpf, there is also fluorescence in the neural crest derived aortic arches and the developing jaw.^44^ Endogenous *tdgf1* is both maternally and zygotically expressed.^45^ **(B)** Experimental workflow. Cas/Csm proteins were co-expressed with a synthetic CRISPR array harboring four identical spacers (to produce only one type of StCsm complex), or four different spacers (to produce mixtures of StCsm complexes). Targeting and control StCsm complexes were purified as intact ribonucleoproteins from *Escherichia coli* extracts. Injections were done into the yolk of 1-cell stage embryos, and EGFP fluorescence, or phenotype was then monitored at later time points (1 dpf, 2 dpf, 5 dpf). **(C)** Location of the single site in the *EGFP* transcripts and of the four sites chosen for targeting in tdgf1 by our method. The names for *tdgf1* target sites and spacers (“181”, “174”, “176”, “154”) reflect our internal site scores. **(D)** Quantification of radioactively labeled target *EGFP* RNA after 1 h of *in vitro* incubation with different StCsm complexes. A low amount of leftover *EGFP* RNA indicates a high targeting efficiency.

Further, we tested knockdown efficiency on the endogenous target *teratocarcinoma-derived growth factor 1 (tdgf1*), previously known as *one-eyed pinhead*. The gene is maternally and zygotically expressed^45^ and zygotically required for the formation of ventral neuroectoderm, endoderm, and the prechordal plate.^46^ Because of the very clear knockdown phenotype characterized by defects in eye and somite development, the gene was previously used as a test case to monitor the efficacy of knockdown.^8^ In addition to the cyclopic phenotype, loss of *tdgf1* also leads to heart defects and edema.^47^

## Materials and Methods

Cas/Csm proteins were co-expressed from a synthetic CRISPR array containing four spacers, and StCsm(*EGFP*) and StCsm(*tdgf1*) complexes were purified essentially as previously described.^17^

*EGFP* and *tdgf1* knockdown experiments were done with a doses of 0.5 ng StCsm(*EGFP*) and 1.5 ng StCsm(*tdgf1*), respectively. For detailed methods, see the Supplementary Methods.

All sequencing data have been deposited in the Gene Expression Omnibus database (accession number GSE146852). Expression plasmids for synthetic CRISPR arrays and Csm subunits will be available from Addgene (see plasmid list in Supplementary Table S1).

## Results

### Study design

For the zebrafish RNA knockdown experiments, we chose the well characterized type III-A CRISPR-Cas effector Csm complex from *S. thermophilus* (StCsm)^17,34,39,48^ as our model type III CRISPR endonuclease. The Cas/Csm proteins coding genes were co-expressed with a synthetic CRISPR array (Fig. 1B), which contained either four identical copies of a spacer (to make one type of complex only) or four different spacers (to make a mixture of different complexes). 

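The EGFP transcript has its own contig in the authors' annotation, separate from the zebrafish chromosomes. On this contig, named EGFP, the gene lies on the minus strand from position 501 to position 1249 and consists of 1 exon of 749 nt, all of it annotated as coding sequence. The start codon is annotated at positions 1227 to 1229 and the stop codon at positions 510 to 512, so that the reading frame from the start codon to the stop codon spans 720 nt, or 240 codons. On the minus strand the 5' end of the transcript has the higher coordinates. In the mature crRNA the spacer is 32 nt long and reads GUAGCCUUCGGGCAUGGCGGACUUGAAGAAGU (Supplementary Table S2), and its target in the EGFP transcript reads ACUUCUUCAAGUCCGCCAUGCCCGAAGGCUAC. The sequence of the contig was not used here, so no contig position is given for the target.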

For the *EGFP* targeting experiments, the targeted region was chosen arbitrarily in the coding region, and a CRISPR array with only one type of spacer was used. For the *tdgf1* knockdown experiments, four targeting sites were chosen. As our method targets mRNAs in the cytoplasm that are expected to be spliced already, targeting regions had to be placed in exons. We focused on coding regions and gave preference to regions with balanced GC-content regions with low probability for secondary structure formation, avoiding known polymorphisms, and avoiding regions that are similar to regions elsewhere in the genome (to minimize off-target effects). Two types of CRISPR arrays were prepared, one with only a single type of spacer (termed “167”), and another one with four different spacers (termed “154,” “167,” “174,” and “181”) (Fig. 1C).

The Cas/Csm proteins together with synthetic CRISPR arrays were co-expressed and assembled into StCsm complex in heterologous *Escherichia coli* host. The intact ribonucleoprotein particles were then pulled down from the *E. coli* extracts using a tagged Csm2 subunit as a bait by subsequent Strep-chelating affinity and size exclusion chromatography. Purified StCsm complexes were injected into the yolk of one-cell stage zebrafish embryos. Apart from wildtype (wt) StCsm complexes, we used complexes containing the DNase-deficient Cas10 D16A variant (henceforth termed defective DNase or dDNase StCsm) or the RNase-deficient Csm3 D33A variant (henceforth termed defective RNase or dRNase StCsm). For *EGFP* transcript knockdown we also used StCsm(*avGFP*) which contains imperfectly complementary crRNA, and StCsm(*S3*) which contains a completely unrelated crRNA guide^17^ (Supplementary Table S2). For the *EGFP* target, we then monitored EGFP fluorescence until 5 days postfertilization (5 dpf) and quantified this fluorescence by fluorescence-activated cell sorting (FACS) at 1 dpf and 2 dpf. For the *tdgf1* target, phenotypes were scored at 1 dpf (Fig. 1C).

### Validation of the RNase and DNase activities of StCsm complexes

Prior to their use in animals, the composition and activities of StCsm complexes were tested. For wt and mutant StCsm(*EGFP*) complexes, Coomassie staining demonstrated a good purity and a protein subunit composition compatible with the previous results^17^ (Supplementary Fig. S1A). SYBR Gold staining showed that the all StCsm complexes contained a mixture of crRNAs (Supplementary Fig. S1B) which resulted after partly processing of pre-crRNA by *E. coli* host enzymes as described earlier.^17,39^ A 72-nt long crRNA raised from processing of the pre-crRNA, and 40-nt long crRNA raised from further trimming at the final maturation stage of crRNA.

Further, RNase activity of StCsm complexes was monitored at 28°C, the temperature used for the zebrafish experiments. Time courses were recorded, and the amount of RNA target after fixed interval of incubation was quantified. The results confirm the on-target RNase activity of wt StCsm and dDNase StCsm, but not of dRNase StCsm, when a fully target-complementary crRNA guide is used. The results also demonstrate that even a few mismatches (here *avGFP* versus *EGFP*) suffice to drastically reduce the RNase activity, to levels not much higher than observed with a completely unrelated crRNA guide (Fig. 1D and Supplementary Fig. S2A and B). DNA hydrolysis experiments confirmed that purified wt and dRNase StCsm complexes were also effective for cleaving single stranded DNA in the presence of target RNA (Supplementary Figs. S2C and S2D). However, since StCsm complexes were only targeted to the cytoplasm and not the nucleus in our experiment, the DNase activity was not expected to be relevant for *in vivo* efficacy. *In vitro* testing results for StCsm(*tdgf1*) complexes were analogous to those for StCsm(*EGFP*) (Supplementary Fig. S3).

### Knockdown of the maternal *EGFP* in *Tg(ddx4:ddx4-EGFP)*

The endogenous ddx4(*vasa*) gene and *EGFP* in the *Tg(ddx4:ddx4-EGFP)* transgenic line are maternally expressed.^49^ Literature reports indicate that embryonic transcription sets in at the gastrulation stage for the endogenous transcript, and even later for the *EGFP* transgene.^40,50^ In our hands, offspring from *Tg(ddx4:ddx4-EGFP)* positive fathers and wt mothers remained nonfluorescent for the first five days after fertilization (monitoring was ended at this time because of legal restrictions), confirming the *EGFP* expression as strictly maternal (Supplementary Fig. S4), and therefore a relatively “easy” target for StCsm(*EGFP*)-controlled RNA knockdown.

In preliminary experiments, we tested potential toxicity and efficacy of StCsm injections for various injection volumes and complex concentrations. To limit mechanical damage to the embryos, injections were made to the yolk, and not the embryo proper. Injection volumes of 1 nL and below were well tolerated, up to an StCsm(*EGFP*) concentration of 2.5 mg/mL (the highest concentration that we could test with our StCsm complex master stocks) (Supplementary Fig. S5A). Further effects showed that injections of 1 nL of 0.5 mg/mL StCsm(*EGFP*) complex were sufficient for knockdown (Supplementary Fig. S5B). In the following, we describe only the injection experiments with this dose.

The use of 0.5 ng StCsm(*EGFP*) crRNA did not reduce EGFP fluorescence in the early stages of development (3 hours postfertilization [hpf]), presumably due to maternally deposited protein. By 1 dpf, similar weak background (primarily in the brain) was seen in both injected embryos and noninjected controls, but there was a clear difference in germ cells. Fluorescence was strong in germ cells of control embryos, but almost completely extinguished in germ cells of StCsm(*EGFP*) injected embryos. The loss of fluorescence in germ cells (compared with control) persisted during the entire observation period ending at 5 dpf (Fig. 2). Knockdown was dependent on the StCsm(*EGFP*) RNase, but not on DNase activity. The DNase-deficient mutant dDNase StCsm(*EGFP*) extinguished fluorescence at 1 dpf like the wt complex, whereas the RNase-deficient StCsm(*EGFP*) failed to do so. Poor or absent complementarity of the crRNA to its target also abolished the knockdown. Both StCsm(*avGFP*) and StCsm(*S3*) did not reduce EGFP germ cell fluorescence (Fig. 2).

**FIG. 2.**
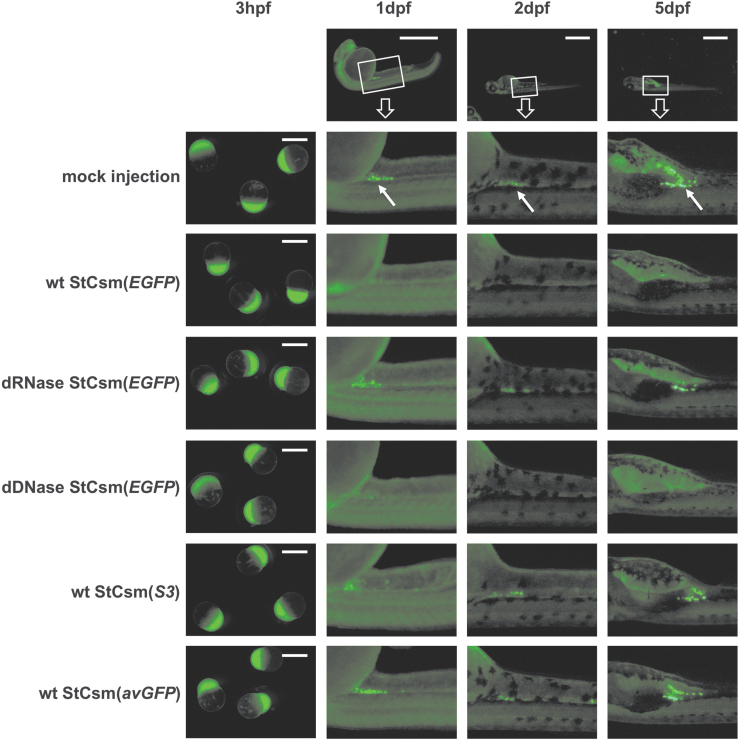
Microscopy of StCsm mediated *EGFP* knockdown in *Tg(ddx4:ddx4-EGFP)* fish. Fluorescence from *Tg(ddx4:ddx4-EGFP)* fish after injection with wildtype (wt) or mutant StCsm complexes are shown. The arrows indicate the location of primordial germ cells. Injection was done at the 1-cell embryo stage, observations were at 3 hpf, 1 dpf, 2 dpf, and 5 dpf. The scale bar represents 1 mm. Boxes in the top row show the region of the embryo magnified in panels below. Arrows point to germ cells.

To make the above observations quantitative, we minced and trypsinized embryos from the mating of a single pair of fish and subjected the resulting pool of cells (and aggregates of cells) to FACS. In order to avoid the influence of background fluorescence, only highly fluorescent cells (50-fold higher fluorescence than mean) were counted. Almost all of these cells exhibited strong side scatter that would only be expected from large cells such as primordial germ cells,^51^ confirming that germ cells were indeed gated. At 1 dpf and 2 dpf, high-EGFP cells were 20-fold and 6-fold less frequent respectively in both wt and dDNase StCsm(*EGFP*)-injected fish than in controls. Fluorescence counts were not altered when the dRNase StCsm(*EGFP*), the wt StCsm(*avGFP*) complex with imperfectly complementary crRNA, or the StCsm(*S3*) complex with target-unrelated crRNA were used (Fig. 3A).

**FIG. 3.**
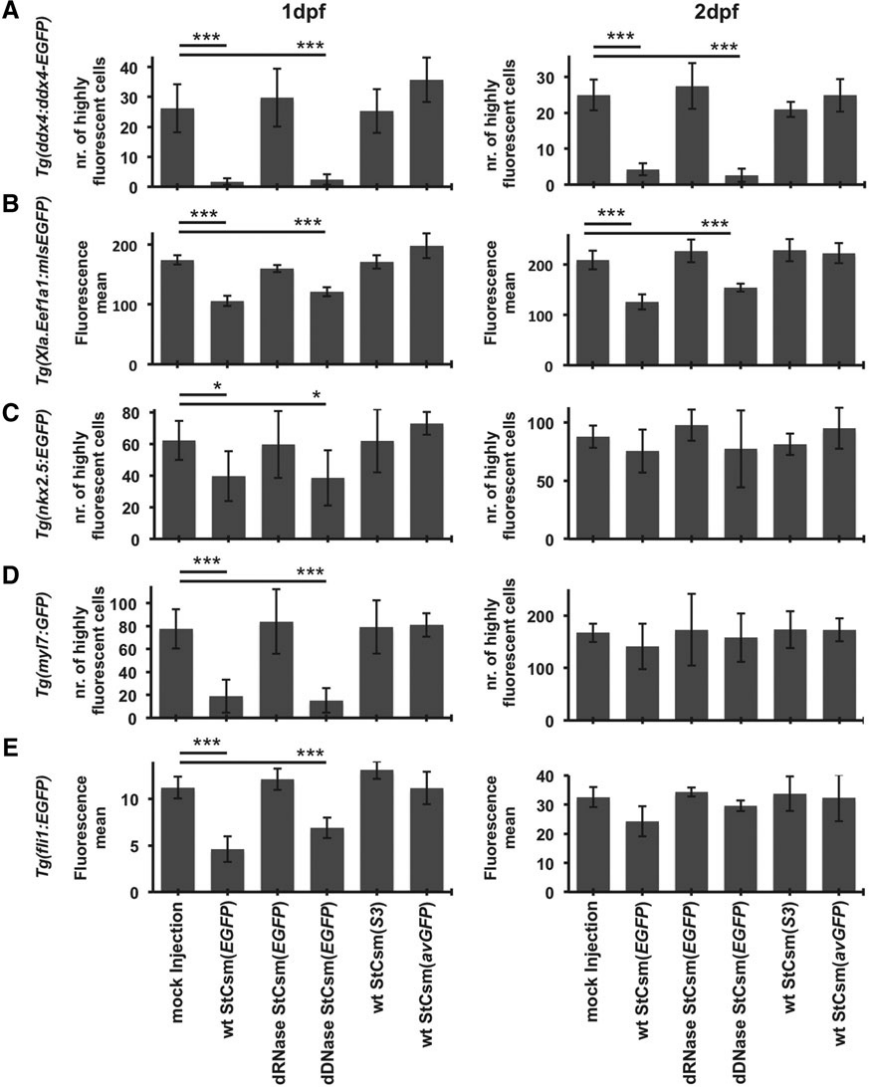
Quantification of *EGFP* knockdown efficiency by fluorescence-activated cell sorting analysis. Enhanced green fluorescent protein fluorescence in **(A)** *Tg(ddx4:ddx4-EGFP)*, **(B)** *Tg(Xla.Eef1a1:mlsEGFP)*, **(C)** *Tg(nkx2.5:EGFP)*, **(D)** *Tg(myl7:GFP)* and **(E)** *Tg(fli1:EGFP)* fish was quantified 1 dpf and 2 dpf by flow cytometry of minced and trypsinized embryos. For *Tg(ddx4:ddx4-EGFP)*, *Tg(nkx2.5:EGFP)* and *Tg(myl7:GFP)* embryos, the number of highly fluorescent cells (at least 50-fold background fluorescence) was counted. Results are from 3 independent experiments; error bars represent one standard deviation. *P < 0.05 as compared with respective controls, ***P < 0.001 as compared with respective controls. Data are represented as mean ± SEM.

### Knockdown of the maternal-zygotic *EGFP* in Tg(Xla.Eef1a1:mlsEGFP)

Embryos from *Tg(Xla.Eef1a1:mlsEGFP)* show green fluorescence in mitochondria already in oocytes, and throughout the life of the fish. In crosses between wt ABTL fish and *Tg(Xla.Eef1a1:mlsEGFP)* fish, fluorescence is observed throughout embryonic development when the mother carries the *Tg(Xla.Eef1a1:mlsEGFP)* transgene, indicating maternal and then zygotic expression, whereas fluorescence is observed only after the midblastula transition in the reciprocal cross (Supplementary Fig. S6A). For knockdown experiments, we used the same concentrations of StCsm(*EGFP*) and variants as in the *Tg(ddx4:ddx4-EGFP)* experiment. The lines were analyzed by fluorescence microscopy and FACS analysis of digested embryos at 1 dpf, and in the case of the *Tg(Xla.Eef1a1:mlsEGFP)* incross, also at 2 dpf. As green fluorescence is present throughput the embryo and not concentrated in a particular cell type, we quantified mean fluorescence, instead of the number of highly fluorescent cells as for the *Tg(ddx4:ddx4-EGFP)* fish.

When we used fish from *Tg(Xla.Eef1a1:mlsEGFP)* fathers and wt mothers, knockdown efficiency using wt StCsm(*EGFP*) was quite good. The knockdown efficiency was insignificantly lower with the dDNase variant, arguing for a possible contribution of DNA cleavage, perhaps during the frequent M-phases, in the observed reduction of fluorescence. However, the dRNase variant, which has only DNase activity, was completely ineffective, suggesting that the reduction of fluorescence was not due StCsm(*EGFP*) DNase activity (Supplementary Fig. S6B). In the reciprocal cross, StCsm(*EGFP*) injection reduces fluorescence to a much lesser extent, either because maternal RNA overwhelms StCsm(*EGFP*) capacity, or more likely, because fluorescence of maternally deposited EGFP protein is not affected by the knockdown (Supplementary Fig. S6B). A similarly low knockdown efficiency was also observed when the StCsm(*EGFP*) was pitched against maternally deposited RNA and zygotically expressed RNA in embryos from crosses of *Tg(Xla.Eef1a1:mlsEGFP)* parents (Fig. 3B).

### Knockdown of the zygotic *Tg(myl7:GFP)* and *Tg(fli1:EGFP)*, but not *Tg(nkx2.5:EGFP)*

To confirm that StCsm(*EGFP*) could also be used for knockdown of zygotically expressed mRNAs, we tested knockdown of *EGFP* transcripts from other promoters. Consistent with predominantly zygotic promoter activity, heterozygotic *Tg(nkx2.5:EGFP)*, *Tg(myl7:GFP)* or *Tg*(*fli1:EGFP)* fish carrying a maternally or paternally inherited transgene exhibited similar fluorescence at all tested times (4 hpf, 1 dpf, 2 dpf, and 5 dpf). As before, the amount of StCsm(*EGFP*) for injections was not optimized anew, and the same concentration as for the *Tg(ddx4:ddx4-EGFP)* experiments was used throughout. All lines were analyzed by fluorescence microscopy and FACS analysis of digested embryos at 1 dpf and 2 dpf.

The *Tg(nkx2.5:EGFP)* and *Tg(myl7:GFP)* fish exhibit fluorescence in the heart. We quantified knockdown efficiency as for the *Tg(ddx4:ddx4-EGFP)* line by counting the number of highly fluorescent cells (50-fold more fluorescent than background). A knockdown of 30%–40% was detected in the *Tg(nkx2.5:EGFP)* fish upon StCsm(*EGFP*) injection by FACS (Fig. 3C), which was not detectable by imaging. A stronger, 4-fold fluorescence reduction could be achieved in the *Tg(myl7:GFP)* line at 1 dpf (Fig. 3D and Supplementary Fig. S7). Controls with the dDNase and dRNase StCsm(*EGFP*) variants showed that the reduction of fluorescence was almost exclusively due to the RNase activity of the StCsm(*EGFP*) complex in both cases. At 2 dpf, the effect of knockdown had essentially faded away.

The *Tg*(*fli1:EGFP)* fish exhibit fluorescent vasculature throughout the embryo. Therefore, we quantified knockdown efficacy by mean fluorescence in this case. At 1 dpf, more than 50% knockdown was achieved using the wt StCsm(*EGFP*) complex. The reduction of EGFP fluorescence was slightly lower with the dDNase variant, raising the possibility that the DNase activity of the StCsm complex may have contributed the reduction of fluorescence. However, the RNase-deficient version of the complex was ineffective, demonstrating that the RNase activity is vital for StCsm-generated knockdown. At 2 dpf, knockdown effects were reduced to statistically insignificant levels (Fig. 3E and Supplementary Fig. S8).

### Targeting of the endogenous *tdgf1* transcript using StCsm complex

The *tdgf1* gene has been used as a test case for morpholino-based knockdown because of easily scored and rather characteristic one-eyed pinhead phenotype that is observed in optimal conditions at 1 dpf.^8^ In most experiments, however, a spectrum of phenotypes is observed. We classified the phenotype as mild to moderate (defects in eye development, leading to reduced size of one of the eyes, and/or defects in the notochord and tail region), strong (cyclopic phenotype characterized by the presence of a single eye, or fused eyes, with defects in the notochord region), and severe (reduced head region, often with single eye significantly reduced in size, and edema, defects in general body axis, notochord and tail region) (Supplementary Fig. S9). Especially for the latter phenotype, the boundary between “desirable” on-target and “undesirable” off-target effects is still not fully clear.

Injections of the single guide wt StCsm(*tdgf1*^167^) elicited only mild to moderate, but not strong or severe, phenotypes. A mixture of wt StCsm complexes with four different guides (*tdgf1*^167,174,154,181^) proved more effective. To get the optimal effects, we carried out a dose–response study for 1 nL injection volume and variable ribonucleoprotein concentration. When ∼0.25 ng was injected, lethality was very low at around 10%, comparable to the lethality associated with mock injections, but mostly mild and moderate phenotypes were observed, and total penetrance was low. Penetrance (for all phenotypes, from mild to severe) increased with the ribonucleoprotein dose and reached over 50% for ∼1.4 ng injections, essentially without increasing mortality (Fig. 4A). Increasing injection dose yet further was not helpful. Penetrance did not increase much, but lethality increased considerably.

**FIG. 4.**
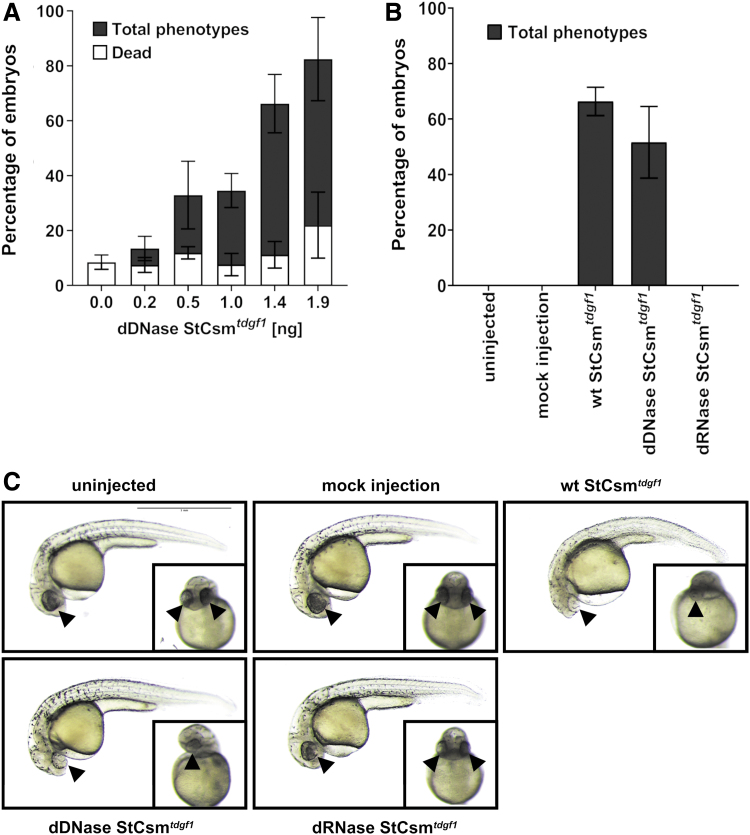
Knockdown of endogenous *tdgf1*. **(A)** Dose-dependent penetrance and lethality were assessed after injection of dDNase StCsm(*tdgf1*^167,174,154,181^). Different amounts of dDNase StCsm(*tdgf1*^167,174,154,181^) were injected in a constant volume of 1 nL at the 1-cell stage. Phenotypes were screened after 24 hpf on the basis of morphological changes. Data represented as mean ± SEM. **(B)** Bar plot comparing the efficiency of different StCsm complexes. 1.5 ng of either wt, dRNase or dDNase StCsm(*tdgf1*^167,174,154,181^) complexes in 1 nL volume was injected in the same clutch of embryos. Results from injections in five different clutches of embryos are presented. Data represented as mean ± SEM. **(C)** Lateral and ventral images of the injected embryos after 24 hpf. Arrows indicate position of eye or eyes. Scale bar represents 1 mm.

As the *tdgf1* phenotype was scored at 1 dpf, long after the onset of zygotic transcription at 3.5 hpf, attribution of the phenotype to RNA knockdown, rather than DNase-directed endonuclease activity relied on the expected cytoplasmic localization of the complex only. In order to confirm that the phenotype was indeed attributable to RNA knockdown, we compared the efficacy of wt StCsm(*tdgf1*^167,174,154,181^) with the similarly loaded dDNase and dRNase variants at the same concentration (Fig. 4B). As anticipated, phenotypes were observed only if RNase activity was intact. The penetrance of phenotypes was only slightly (about 5%) lower for the DNase-deficient variant than for wt complex. Moreover, phenotypes were observed in very similar proportions. Therefore, we conclude that all or nearly all of the phenotype was attributable to RNA degradation and was not due to mutations induced by imprecise repair of induced double-strand breaks in DNA (Fig. 4C).

### Quantification of on- and off-target effects for *EGFP* knockdown by RNA-Seq

For quantification of on- and off-target knockdown effects, *Tg(ddx4:ddx4-EGFP)* females were crossed with *casper* males. Offspring of three mating pairs were pooled at the time of collection and randomly divided into injection and mock injection (control) groups. Injection dose was 0.7 ng (in 1 nL), and therefore very similar to the dose used in earlier experiments (Figs. 2 and 3). For the injected embryos, 25 each were harvested, pooled, and snap frozen in liquid nitrogen at the 128-cell stage, at 5 hpf, and at 24 hpf. The same was also done for control embryos and all the injected samples were stored in the -80°C freezer until further processing. Three independent experiments were performed, and RNA was isolated by polyT-polyA hybridization limiting detection to full-length RNAs and 3′ fragements. 

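The RNA-Seq experiment comprised 18 libraries in 6 conditions with 3 replicates each. A condition combines an injection, either StCsm(EGFP) or mock, with a stage, which was the 128-cell stage, 5 hpf or 24 hpf. The injected dose was 0.7 ng of complex in 1 nL, mock injected embryos received diluted storage buffer without complex or crRNA, and each library was made from a pool of 25 embryos. The labels of the samples name the complex as the DNase-deficient Cas10 D16A variant, whereas the text on the RNA-Seq experiment calls it StCsm(EGFP). Embryos of Tg(ddx4:ddx4-EGFP) females carry a maternal transcript that fuses the germ cell gene ddx4 to EGFP. Polyadenylated RNA was selected before library construction and sequenced as paired-end reads, so that detection depends on the poly(A) tail. The authors deposited the number of reads assigned to each gene, without normalization, for 32521 gene identifiers that include EGFP. Their aligner, counter, genome build and Ensembl release are not named in the text of the paper. The Supplementary Methods, to which the paper refers for details, were not at hand and may name them. They also deposited these counts divided by 1 size factor per library, in separate tables for each stage.

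Between 11763787 and 21092691 reads per library were assigned to genes. At the 128-cell stage the totals ranged from 14470782 to 21092691 (median 19771791) after StCsm(EGFP) injection and from 13736898 to 16704023 (median 16053068) after mock injection. At 5 hpf they ranged from 13198105 to 15448344 (median 13684781) and from 12034028 to 14353272 (median 13272791), respectively. At 24 hpf they ranged from 11985647 to 17124679 (median 14482275) and from 11763787 to 15277759 (median 14056683), respectively. No 2 replicates were alike within sampling noise, since the chi-square per degree of freedom between replicates of a condition was 10.1 or more in all 18 pairs.

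The libraries of each stage were compared with edgeR's quasi-likelihood test, with TMM normalization, a filter on low counts (filterByExpr) and the replicate number as a block. The block follows the paper, which treats the replicates as batches of embryos shared by both injections. Genes with a Benjamini-Hochberg adjusted p-value under 0.1 were taken as differentially expressed, which is the threshold in Fig. 6B. On simulated counts with 200 genes changed by 1 on the log2 scale, the test recovered 83.5% of the changed genes at the 128-cell stage, 29.5% at 5 hpf and 76.5% at 24 hpf.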

In total, we obtained and analyzed RNA-Seq data for injected and control embryos, for three time points, in triplicate.

We first focused on the on-target effects of StCsm(*EGFP*). As *EGFP* expression varied strongly between groups (we had both homo- and heterozygous fish), batch effect was added to the underlying models. 

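The EGFP reads in mock injected embryos differed by 1.79-fold between the batch with the highest and the batch with the lowest normalized count at the 128-cell stage, and by 1.30-fold at 5 hpf. In StCsm(EGFP) injected embryos the same ratio was 2.37 at the 128-cell stage and 1.81 at 5 hpf. The spread between batches was larger than the counting error. In mock injected embryos at the 128-cell stage, EGFP had a CPM (counts scaled to a common library size) of 416 (95% exact Clopper-Pearson interval 406 to 426) in batch 2, against 237 (interval 229 to 246) in batch 1 and 234 (interval 227 to 241) in batch 3, before TMM scaling. These intervals cover counting error only. Other genes followed the batches at the 128-cell stage as well. The deviations of StCsm(EGFP) and mock injected libraries from their group means correlated across genes with Pearson's r between 0.50 and 0.70 within the batches and between -0.55 and -0.13 across batches. At 5 hpf these values were 0.032 to 0.62 within the batches and -0.66 to 0.56 across them, so that sharing a batch number did not always go with a similar transcriptome at that stage. Genes are not independent replicates, and no p-value was computed for these correlations.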

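At the 128-cell stage, the EGFP count after TMM normalization was lower in StCsm(EGFP) injected than in mock injected embryos of the same batch in 3 of 3 batches. In batch 1 it was a CPM of 193 against 247, which is 21.8% lower. Batch 2 had a CPM of 342 against 415 (17.6% lower), and batch 3 had a CPM of 144 against 232 (37.8% lower). At 5 hpf, all 3 batches again had fewer EGFP reads after StCsm(EGFP) injection. The normalized CPM was 56.6 against 102 in batch 1 (44.4% lower), 103 against 133 in batch 2 (22.5% lower) and 74.4 against 104 in batch 3 (28.6% lower). Without regard to the batches the groups overlapped at the 128-cell stage, with a CPM of 226 ± 103 after StCsm(EGFP) injection and 298 ± 102 after mock injection (SD, n = 3). The means at 5 hpf were 77.9 ± 23.3 and 113 ± 17.1 (SD, n = 3). The mean log2 ratio within batches was -0.44 ± 0.22 (SD, n = 3) at the 128-cell stage and -0.57 ± 0.25 (SD, n = 3) at 5 hpf.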

Within group comparisons showed clear reduction of *EGFP* reads (Fig. 5A). A likelihood ratio test confirmed that a model with injection status (true or mock injection) modelled *EGFP* abundance significantly better than a model distinguishing only batches, for both the 128-cell stage and at 5 hpf (*P* = 3e-4 for 128-cell stage; *P* = 1e-4 for 5hpf). 

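In the fit over all genes of a stage, with the batch as a block, EGFP had a log2 fold change of -0.44 at the 128-cell stage (standard error 0.077, adjusted p = 0.0186 over 15498 genes in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At 5 hpf the log2 fold change was -0.57 (standard error 0.19, adjusted p = 1.00 over 15819 genes in edgeR's test). The corresponding reductions are 26.1% and 32.4%. Before adjustment the fit gave p-values of 6.70e-05 and 0.0144, whereas an exact two-sided sign-flip permutation test over 3 batches cannot give a p-value below 0.25. The effects at the 2 stages were not distinguishable, since the difference between them was -0.13 on the log2 scale (standard error 0.20, adjusted p = 0.954 for the interaction of injection and stage in edgeR's test on 12 libraries). In DESeq2's likelihood ratio test of a model with injection and batch against a model with batch alone, EGFP had an adjusted p = 0.000399 at the 128-cell stage (1.41e-06 before adjustment) and an adjusted p = 1 at 5 hpf (0.0196 before adjustment). The adjustment at the 128-cell stage left out 9315 genes, to which DESeq2 gave no adjusted p. Over the alternatives that kept all 3 batches, the adjusted p ranged from 6.85e-07 to 1 at the 128-cell stage and from 0.99992 to 1 at 5 hpf in edgeR's and DESeq2's tests. Among these were the fit of all 18 libraries, with an adjusted p = 1 at the 128-cell stage (0.00755 before adjustment), and the fit without the replicate block. In the latter, the log2 fold change was -0.40 at the 128-cell stage and -0.53 at 5 hpf, with unadjusted p-values of 0.272 and 0.0535 in edgeR's test. The result at 5 hpf also rested on batch 1, without which the log2 fold change was -0.43 with an unadjusted p-value of 0.213 in edgeR's test. The paper states that EGFP reads fell within the groups and that a model with injection status described them better than one with batches alone.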

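At 24 hpf, the 3 StCsm(EGFP) injected libraries held 15, 36 and 12 EGFP reads and the 3 mock injected libraries held 12, 15 and 13. The normalized CPM was 1.29 ± 0.38 (SD, n = 3) after StCsm(EGFP) injection and 1.01 ± 0.12 (SD, n = 3) after mock injection. For single libraries, the 95% exact Clopper-Pearson interval was widest in StCsm(EGFP) replicate 2, with 1.47 to 2.91 CPM. The fitted log2 fold change was 0.35 (standard error 0.34, adjusted p = 0.977 in edgeR's quasi-likelihood test), so that a difference was not detectable at this depth.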

Meaningful comparisons were not possible for the 24 hpf samples, because *EGFP* read counts were too low, despite the persistence of fluorescence in germ cells.

**FIG. 5.**
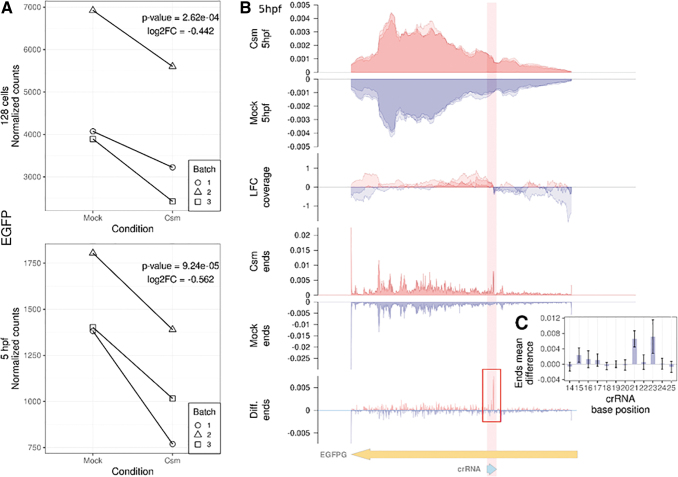
Analysis of on-target effects of *EGFP* knockdown. **(A)** Changes in *EGFP* read counts at the 128-cell stage (top panel) and 5 hours post fertilization (bottom panel). Black lines connect data points from the same replica batch. Each plot is annotated with log2 fold change value and *P*-value from the likelihood-ratio test. **(B)** Read coverage analysis of the *EGFP* transcript at 5 hpf. The top two panels (StCsm 5 hpf and mock 5 hpf) depict the read coverage represented as a fraction of total coverage at each position for the StCsm injected (red) and mock injected (blue) samples. Each replicate is plotted independently with the color shades gaining intensity where the plots overlap. The third panel (log-fold change [LFC] coverage) shows the log2 of the ratio between the read coverage of the StCsm injected and mock injected samples (positive values red, negative values blue). The fourth and fifth panel (StCsm ends and Mock ends) depicts the distribution of sequencing fragment ends over the whole *EGFP* transcript sequence for the StCsm injected (red) and mock injected (blue) samples. The sixth panel (Diff. ends), shows the difference in the sequencing fragment end distribution between the two samples, obtained by subtracting the mean amount of fragment ends of the mock sample from the mean amount of fragment ends at each coordinate of the StCsm sample. The positive values are colored red and negative are blue. The red rectangle illustrates the space enlarged on panel (C) in relation to the CRISPR RNA (crRNA) sequence. **(C)** The difference in the sequencing fragments end means at each coordinate in relation to the crRNA sequence. Error bars show 95% confidence interval.

Next, we compared the distributions of reads along the *EGFP* transcript for injected and mock injected embryos. At 128-cell stage and 5 hpf, the two distributions were broadly similar, as would be expected for complete transcript removal by endogenous RNA degradation pathways after the initial Csm cleavage (Fig. 5B, top, and Supplementary Fig. S10). For more detailed comparisons, we determined the logarithm of the ratio of reads in the injected and mock injected samples (log-fold coverage [LFC]). This analysis revealed that in the injected group, reads were underrepresented on the 5′-side and overrepresented on the 3′-side of the expected cleavage site in the *EGFP* transcript (notice that for the *EGFP* transcript in Fig. 5B and Supplementary Fig. S9, 5′ is on the right and 3′ on the left). We attribute the underrepresentation of reads on the 5′-side in injected embryos to the loss of 5′-fragments after cleavage; the overrepresentation of reads on the 3′-side can be understood as an effect of overall read number normalization (Fig. 5B and Supplementary Fig. S10, “LFC coverage”). Hence, the data show that the 3′-fragements of some *EGFP* transcripts persist after StCsm(*EGFP*) mediated cleavage. This conclusion was also supported by a mapping of read ends. Read ends are distributed very irregularly, but the distribution is very similar for injected and mock injected embryos. The exception to this rule is the predicted cleavage site, where read ends peak in the injected (Fig. 5B, “Csm ends,” and Supplementary Fig. S10), but not the mock injected sample (Fig. 5B, “Mock ends,” and Supplementary Fig. S10). As StCsm complexes can catalyze multiple cuts in their targets with a 6-nt stagger,^17^ we looked at higher resolution for this pattern, but did not see evidence for cleavage sites six nucleotides apart (Fig. 5C).

Although crRNA should not be enriched in our polyA-polyT hybridization based protocol and should therefore not be represented in our stranded library, a clear peak on the *EGFP* complementary strand was observed in the binding region of crRNA (not shown). These reads, attributed to crRNA contamination due to nonspecific bead binding, provided an opportunity to estimate crRNA persistence in the embryo. Averaged over the three replicas, the fraction of crRNA compared to total polyA-tailed RNA goes down by less than a factor of three between the 128-cell stage and 24 hpf.

Having confirmed the expected on-target effects of the StCsm complexes, we next focused on potential off-target effects. For each condition and repeat, at least 10 million assigned read counts were available. 

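The library with the fewest assigned reads was mock replicate 1 at 24 hpf. The shares that follow are of all listed counts, assigned and unassigned together. In the deposited tables the reads without a gene amounted to 11.1% to 17.9%, the ambiguous ones to 0.669% to 1.70%, and the reads that aligned to several places to 3.77% to 14.8%. Each library had reads on 20963 to 25299 genes. The most abundant transcript in every library was the mitochondrial mt-co1, with 1.69% to 6.11% of the assigned reads, and the 10 most abundant genes together took 6.37% to 19.5%.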

Scatter plots and Pearson correlation coefficients consistently above 0.9 showed that transcript abundances for the replica datasets were very consistent internally (correlation >0.9 for any replica pair). 

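Pearson's r of log2(CPM + 1) across 29502 genes was between 0.973 and 0.995 in the 18 pairs of replicates of the same condition. The smallest value belonged to StCsm(EGFP) replicates 1 and 2 at 24 hpf. Libraries of different stages had r between 0.697 and 0.881. The scale mattered for the smallest value, which was 0.884 for CPM without the logarithm. It was 0.969 with 0.1 in place of 1 as the pseudocount. These correlations are across genes, which are not independent replicates.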

Principle component analysis (Fig. 6A) and hierarchical clustering (Supplementary Fig. S11A) grouped transcriptomes according to developmental stage. 

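In a principal component analysis of log2 CPM over the 500 genes with the largest variance, the first component held 69.6% and the second 29.3% of the variance, while the third held 0.270%. Along the first component, the libraries of the 128-cell stage lay between -92.8 and -66.6, those of 5 hpf between -24.6 and -8.70, and those of 24 hpf between 100 and 102. Cutting the hierarchical tree into 3 clusters gave 3 clusters with libraries of a single stage each. For 18 of 18 libraries the most similar other library was of the same stage. In 12 of 18 cases it was the library with the other injection from the same batch, and in 2 of 18 cases a library with the same injection. The alternative that moved the first component most was the use of all genes kept by the filter, with 67.1%.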

Transcript abundances were very similar for injected and noninjected embryos at any given stage (Supplementary Fig. S11B to D). 

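Between a StCsm(EGFP) injected and a mock injected library of the same stage, r ranged from 0.987 to 0.998 at the 128-cell stage, from 0.977 to 0.995 at 5 hpf and from 0.978 to 0.995 at 24 hpf (9 pairs per stage). The ranges between replicates of the same condition were 0.990 to 0.994, 0.976 to 0.991 and 0.973 to 0.995 (6 pairs per stage), so that the smallest value between the injections was below that between replicates at the 128-cell stage and above it at 5 hpf and 24 hpf. Within batches, r between the injections was 0.996 or more at the 128-cell stage. The fitted change between the injections was within 2-fold for 99.7% of the tested genes at the 128-cell stage, 99.5% at 5 hpf and 98.6% at 24 hpf.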

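At the 128-cell stage, 783 of 15498 tested genes (5.05%) were differentially expressed between StCsm(EGFP) and mock injected embryos in edgeR's quasi-likelihood test, 351 with higher and 432 with lower abundance after StCsm(EGFP) injection. The changes were small, with a median absolute log2 fold change of 0.31 among these genes, and 35 of them exceeded 1 on the log2 scale. At 5 hpf none of 15819 genes passed the threshold. An unadjusted p under 0.05 was reached by 131 genes, against 791 expected by chance. At 24 hpf none of 16986 genes passed, with 819 at an unadjusted p under 0.05 and 849 expected by chance. The effect of injection was not shown to differ between the 128-cell stage and 5 hpf, because the test of that difference called 0 of 17590 genes, with 607 at an unadjusted p under 0.05. The count at the 128-cell stage depended on the batch term, since no gene passed without the replicate block, and on the filter, since 1513 genes passed without it. With all 18 libraries in one fit, 6 genes passed. DESeq2's likelihood ratio test called 592 genes at the 128-cell stage, of which 547 were among the 783, then 2 genes at 5 hpf and none at 24 hpf. At the 128-cell stage it gave no adjusted p for 9315 of the 15498 genes, so that its 592 calls come from fewer genes than the 783. Leaving out each batch in turn gave 102 to 875 genes at the 128-cell stage, with the smallest number without replicate 2. With library totals in place of TMM normalization, 42.6% of the genes called at the 128-cell stage had lower abundance after StCsm(EGFP) injection, against 55.2% with TMM normalization.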

Volcano plots indicated that at any given stage, few transcripts varied significantly in abundance (Fig. 6B for the 128-cell stage). 

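Ordered by p-value in edgeR's quasi-likelihood test, the EGFP transcript ranked 55th of 15498 genes at the 128-cell stage and 49th among the genes with lower abundance after StCsm(EGFP) injection. It ranked 28th of 15819 genes at 5 hpf and 8th among those with lower abundance. In DESeq2's likelihood ratio test its ranks were 24 and 22 at the 128-cell stage, then 30 and 7 at 5 hpf. Among the genes that changed in the same direction in all 3 batches at the 128-cell stage, uhrf1 (ENSDARG00000103409) was among the 3 with the smallest p and higher abundance, with a log2 fold change of 0.47 (standard error 0.073, adjusted p = 0.0134 in edgeR's test). The other genes of these 3 were ENSDARG00000111091 and si:ch211-199g17.2, with log2 fold changes of 0.41 and 0.40 and the same adjusted p. On the side of lower abundance, ENSDARG00000117659 had at most 2 reads in any StCsm(EGFP) injected library, against 24, 14 and 66 in the mock injected libraries, and ENSDARG00000117717 had 0 against 27, 14 and 55. Against the 3 reads that a count of 0 allows, the latter was at least 12.4-fold lower, and both genes had an adjusted p = 0.00100 in edgeR's test. The muscle gene myhz1.3 (ENSDARG00000067997) had a log2 fold change of -3.26 (standard error 0.36, adjusted p = 0.00224 in edgeR's test), from a CPM of 4.54 ± 4.34 after mock injection to 0.442 ± 0.463 after StCsm(EGFP) injection (SD, n = 3). Muscle transcripts that are abundant at 24 hpf reached 0.415% of their 24 hpf level in mock replicate 1 of the 128-cell stage.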

*EGFP* itself, treated here like an endogenous gene, was among the highest scorers for differential expression overall, and for under-expression in the StCsm(*EGFP*) injected samples. Differentially expressed genes of course do not need to be direct StCsm(*EGFP*) targets.

**FIG. 6.**
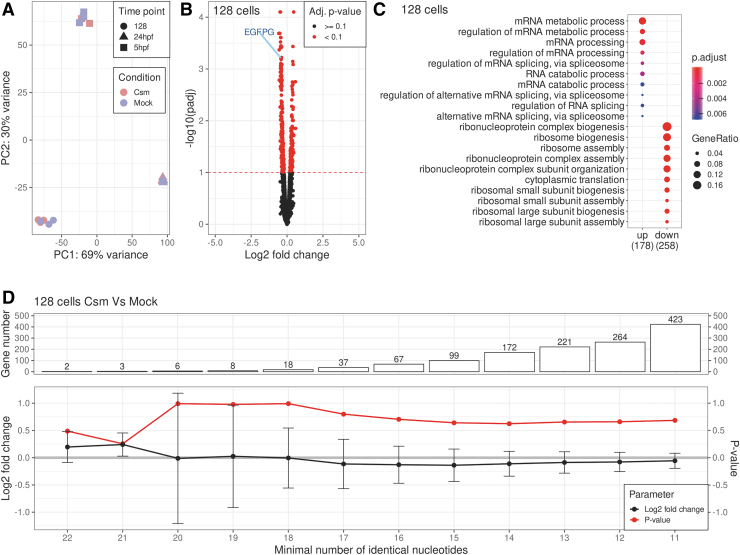
Analysis of off-target effects of *EGFP* knockdown. **(A)** Principle component analysis of mRNA expression levels in all sequenced samples. The first two principle components are shown and are annotated by the percentage of the variance explained by each of those components. The colors differentiate the samples by experimental condition, while the shape by analysis time point. **(B)** Volcano plot showing the relation of the log2 transformed fold changes of read counts at 128-cell stage to their log10 transformed *P*-values adjusted for multiple comparison tests with the Benjamini and Hochberg correction, as implemented in DESeq2. The point originating from the *EGFP* transcript has been marked. The dashed red line shows the 0.1 adjusted p-value threshold. **(C)** Comparison of biological process gene ontology terms enrichment of the upregulated and downregulated genes. Dots represent the term enrichment with color coding: red indicates high enrichment and blue indicates low. The sizes of the dots represent the ratio of genes containing the relevant term within up or down-regulated groups to the total number of genes in that group. **(D)** The plots showing the log2 transformed fold change and its respective *P*-value from likelihood ratio test for the full model, containing both condition and batch factors, and the reduced model containing only the batch, fitted to the counts of the groups of genes sharing the same minimal number of complementary nucleotides to the crRNA. The error bars show the standard error of the estimate. With each required nucleotide less, new genes are added to the tested group. The bar plot in the uppermost panel depicts the size of the relevant group.

To better understand the pattern of expression changes, we mapped the differentially expressed genes to GO categories. The top categories in this list are mostly related to metabolism, splicing, and protein expression. 

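Gene ontology terms were not used here, and gene symbols stood in for 2 of the categories. The 83 cytosolic ribosomal protein genes had a median log2 fold change of -0.38 at the 128-cell stage, with 82 of them lower after StCsm(EGFP) injection. Of these, 74 passed the adjusted p threshold over all genes tested and 81 passed it adjusted over the list alone. The median was lower in 3 of 3 batches (-0.27, -0.55 and -0.32). As a set the list had an adjusted p = 3.26e-93 in limma's camera test with a preset correlation of 0.01 between genes, with Benjamini-Hochberg adjustment over 6 tests of lists (5.44e-94 before adjustment). The unadjusted p-value was 0.0471 in fry and 0.0705 with a correlation estimated from the data, and adjusted over the 6 tests these were 0.283 and 0.423, so that after adjustment this call held with neither. The 97 splicing factor genes had a median log2 fold change of 0.0065 at the 128-cell stage (adjusted p = 0.193 in limma's camera test), with 46 genes lower and 51 higher. Of the splicing factor genes, 1 was called with lower and 7 with higher abundance over all genes tested, and 8 and 11 adjusted over the list alone. At 5 hpf the ribosomal protein genes had a median of 0.15 (adjusted p = 9.85e-08 in limma's camera test), but the batches diverged, with -0.18, 0.99 and -0.38, and the median without replicate 2 was -0.25. At 24 hpf the median was -0.21 (adjusted p = 1.78e-12 in limma's camera test), with 0.22, -0.68 and -0.13 in the batches and 0.028 without replicate 2. Neither call for the ribosomal protein genes at the later stages held in fry, with p-values of 0.732 and 0.503, or with the estimated correlation, with 0.485 and 0.371. The splicing factor genes had a median of 0.071 at 5 hpf (adjusted p = 0.00636 in limma's camera test) and of -0.053 at 24 hpf (adjusted p = 0.00389 in limma's camera test), neither of which held in fry or with the estimated correlation, and with library totals in place of TMM normalization, which moved the median of all genes by 0.094, the value at 24 hpf was 0.038.

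**Figure D1:**
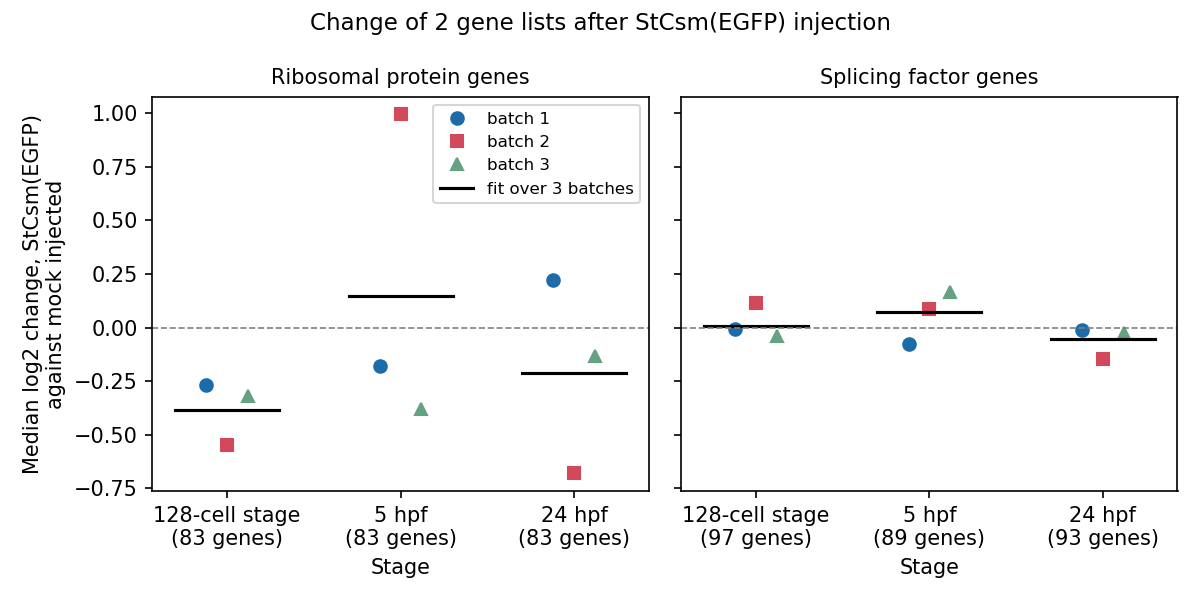
Median log2 change of the ribosomal protein genes (left) and the splicing factor genes (right) in StCsm(EGFP) against mock injected embryos, on the vertical axis, at each stage on the horizontal axis. Points are single batches, each a comparison of 1 library with 1 library, and black lines are the fits over 3 batches; the ribosomal protein genes are lower in all 3 batches at the 128-cell stage, while batch 2 stands at 0.99 at 5 hpf and at -0.68 at 24 hpf.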

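Both gene lists rose during development of the mock injected embryos. From the 128-cell stage to 5 hpf, the median log2 CPM of the ribosomal protein genes rose by 1.58 ± 0.48 and that of the splicing factor genes by 1.38 ± 0.050 (SD, n = 3 batches). From 5 hpf to 24 hpf the ribosomal protein genes rose by a further 2.58 ± 0.64, whereas the splicing factor genes changed by -0.53 ± 0.022 (SD, n = 3 batches). Over 20231 genes, the effect of StCsm(EGFP) injection at the 128-cell stage was compared in each batch with the change of the mock injected embryos of the other batches from the 128-cell stage to 5 hpf. Spearman's correlation was -0.066, -0.013 and -0.045 in batches 1 to 3. At 5 hpf, the correlation with the change to 24 hpf was -0.086, 0.17 and -0.095, and at 24 hpf, the correlation with the change since 5 hpf was 0.016, -0.17 and -0.043. A negative value means that transcripts on the rise in development were lower after StCsm(EGFP) injection. These correlations are across genes, which are not independent replicates, and no p-value was computed over the 3 batches. With genes of at least 10 counts in every library, the values at the 128-cell stage ranged from -0.033 to 0.0038.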

Overall, the GO pattern is very consistent with the idea that StCsm(*EGFP*) complexes alter the transcriptome primarily by causing a developmental delay (Fig. 6C). By contrast, distant sequence similarity between the crRNA exact target in *EGFP* and potential off-target effects in other transcripts did not seem to matter for regulation. As any downregulation was not significant on the level of single genes, we grouped transcripts according to the number of paired bases between them and crRNA. Spacers are 32 nt long. The two most similar genes could pair with the spacer region of the crRNA in 22 positions, or with 10 mismatches. The more mismatches were allowed, the larger the number of potentially affected genes. However, no major expression change was observed for all groups, and in particular, there was no trend that groups of genes with better complementarity to the crRNA were more downregulated than groups with worse complementarity (Fig. 6D and Supplementary Fig. S11E).

We conclude from this analysis that all transcripts are too far away from complementarity to be directly downregulated. This finding is in line with the observation that StCsm(*avGFP*), which is mismatched in six positions against the *EGFP* transcript, does not degrade this transcript (Fig. 1D).

## Discussion

Our experiments with StCsm variants show that reductions in *EGFP* fluorescence are largely independent of the DNase activity of the Csm complex, even for *EGFP* expressed from zygotically active promoters. This could reflect faster RNA than DNA degradation in part due to transcriptional silence up to the maternal to zygotic transition (MZT), or the exclusion of the StCsm complex from the nucleus due its large size and the absence of a nuclear localization signal (NLS). It remains to be tested how nuclear targeting of mRNAs or pre-mRNAs by StCsms with NLS compares with cytoplasmic targeting. Although we did not see evidence for DNase activity of the StCsm complex in our experiments, we recommend using the “cleaner” Csm dDNase variant for RNA knockdown experiments.

StCsm-mediated RNA knockdown worked best for the exclusively maternal *EGFP* transcript generated under the control of the *ddx4* promoter. The knockdown for transcripts expressed in the zygote was less pronounced than for the maternally deposited RNA, and the effect decreased over time. Observation of significant knockdown effects for the *myl7* and *fli1* promoter driven *EGFP* transcripts strongly suggests that the StCsm bound crRNA survives the widespread RNA degradation during the MZT at 3.5 hpf, most likely due to protection of the crRNA along its entire length by the StCsm complex.^17^ At 1 dpf, *EGFP* fluorescence was reduced less than two-fold in the *Tg(Xla.Eef1a1:mlsEGFP)* and *Tg(nkx2.5:EGFP)* lines. As most vertebrate genes are haplo-sufficient,^52,53^ this efficiency may not be enough to elicit phenotypes. Therefore, for now we recommend Csm-mediated knockdown only for maternally deposited RNAs and for use very early in development (at most 2 dpf).

We regard this work as a proof of principle for type III CRISPR-Cas based RNA knockdown in animals. Several potential avenues to increase the efficiency of targeting, and to make the method amenable to targets expressed later in development, remain to be explored. We have so far only tested the Csm from one bacterial species, and even with this complex, there may be room for improvement. It is possible that targeting pre-mRNAs and RNAs at the source in the nucleus (using a Csm DNase-deficient complex with NLS) could be more effective than cytoplasmic targeting for zygotic transcripts, because Csm complex would more stable against degradation by proteases. We have used pre-formed StCsm complexes. Assembled StCsm complexes from injected RNAs or RNAs made by transcription in zebrafish from DNA templates could be used alternatively. Finally, we have injected into the yolk only, to keep lethality low, and have not yet compared efficiencies for injection into yolk and embryo proper.

With maternal RNA transcripts and early zygotic transcripts within its scope, Csm knockdown currently fills a niche for knockdown in zebrafish that is not well addressed by the morpholino approach and inaccessible to the dCas9 transcription suppression approach. As zygotic transcription sets in late in zebrafish, many important biological questions, including questions of cell fate, RNA translation control, and others, can be addressed during this window.

The main competitor for Csm-based knockdown is Cas13-based knockdown. Initial successes have been reported in a preprint using Cas13.^29^ Those Cas13 experiments have so far been done with co-injection of mRNA for Cas13 and crRNA. In this experimental setup, the endonuclease first has to be synthesized, and must find its crRNA guide in the zebrafish embryo, before it can be active. On the other hand, the presence of mRNA means that endonuclease can be resupplied, perhaps increasing knockdown persistence. Our preliminary experiments indicate that it is also effective to co-inject Cas13 protein and crRNA. Compared to the Csm method, the Cas13-based knockdown could prove more amenable to parallel experiments, since the endonuclease can be loaded with crRNA *in vitro*. This is still difficult for Csm complexes, which have to be assembled in the producer organism, so that separate purifications are necessary if multiple targets have to be tested. On the other hand, Cas13 proteins have been reported to acquire nonspecific endonuclease activity, once they have cleaved a specific target,^54^ which could represent an off-target concern. Finally, the bacterial Argonaute protein NgAgo, now believed to a DNA guided RNase, has also been used for RNA knockdown, although so far only for one example, the *fabp11a* gene.^15^ The use of heterologous nucleic acid guided endonucleases to target RNA is clearly promising: direct comparisons are now required to reveal the relative merits of the methods that have now been shown to work at least in principle.

## Note in Proof

While this manuscript was in production, an amended version of reference 29 was published as Kushawah, G. et al., CRISPR-Cas13d Induces Efficient mRNA Knockdown in Animal Embryos, https://doi.org/10.1016/j.devcel.2020.07.013

## Supplementary Material

Supplemental data

Supplemental data

Supplemental data

Supplemental data

Supplemental data

Supplemental data

Supplemental data

Supplemental data

Supplemental data

Supplemental data

Supplemental data

Supplemental data

Supplemental data

Supplemental data

## References

[1] KokFO, ShinM, NiCW, et al. Reverse genetic screening reveals poor correlation between morpholino-induced and mutant phenotypes in zebrafish. Dev Cell. 2015;32:97–108. DOI: 10.1016/j.devcel.2014.11.01825533206PMC4487878

[2] RossiA, KontarakisZ, GerriC, et al. Genetic compensation induced by deleterious mutations but not gene knockdowns. Nature. 2015;524:230–233. DOI: 10.1038/nature1458026168398

[3] TabaraH, GrishokA, MelloCC RNAi in *C. elegans*: soaking in the genome sequence. Science. 1998;282:430–431. DOI: 10.1126/science.282.5388.4309841401

[4] DietzlG, ChenD, SchnorrerF, et al. A genome-wide transgenic RNAi library for conditional gene inactivation in *Drosophila*. Nature. 2007;448:151–156. DOI: 10.1038/nature0595417625558

[5] LiuW-Y, WangY, SunY-H, et al. Efficient RNA interference in zebrafish embryos using siRNA synthesized with SP6 RNA polymerase. Dev Growth Differ. 2005;47:323–331. DOI: 10.1111/j.1440-169X.2005.00807.x16026540

[6] De RienzoG, GutzmanJH, SiveH Efficient shRNA-mediated inhibition of gene expression in zebrafish. Zebrafish. 2012;9:97–107. DOI: 10.1089/zeb.2012.077022788660PMC3444767

[7] BillBR, PetzoldAM, ClarkKJ, et al. A primer for morpholino use in zebrafish. Zebrafish. 2009;6:69–77. DOI: 10.1089/zeb.2008.055519374550PMC2776066

[8] NaseviciusA, EkkerSC Effective targeted gene 'knockdown' in zebrafish. Nat Genet. 2000;26:216–220. DOI: 10.1038/7995111017081

[9] HeasmanJ Morpholino oligos: making sense of antisense? Dev Biol. 2002;243:209–214. DOI: 10.1006/dbio.2001.056511884031

[10] EisenJS, SmithJC Controlling morpholino experiments: don't stop making antisense. Development. 2008;135:1735–1743. DOI: 10.1242/dev.00111518403413

[11] StainierDY, KontarakisZ, RossiA Making sense of anti-sense data. Dev Cell. 2015;32:7–8. DOI: 10.1016/j.devcel.2014.12.01225584794

[12] ShalemO, SanjanaNE, ZhangF High-throughput functional genomics using CRISPR-Cas9. Nat Rev Genet. 2015;16:299–311. DOI: 10.1038/nrg389925854182PMC4503232

[13] DongX, LiJ, HeL, et al. Zebrafish Znfl1 proteins control the expression of hoxb1b gene in the posterior neuroectoderm by acting upstream of pou5f3 and sall4 genes. J Biol Chem. 2017;292:13045–13055. DOI: 10.1074/jbc.M117.77709428623229PMC5546042

[14] KayaE, DoxzenKW, KnollKR, et al. A bacterial Argonaute with noncanonical guide RNA specificity. Proc Natl Acad Sci U S A. 2016;113:4057–4062. DOI: 10.1073/pnas.152438511327035975PMC4839417

[15] QiJ, DongZ, ShiY, et al. NgAgo-based fabp11a gene knockdown causes eye developmental defects in zebrafish. Cell Res. 2016;26:1349–1352. DOI: 10.1038/cr.2016.13427834346PMC5143420

[16] StaalsRH, ZhuY, TaylorDW, et al. RNA targeting by the type III-A CRISPR-Cas Csm complex of Thermus thermophilus. Mol Cell. 2014;56:518–530. DOI: 10.1016/j.molcel.2014.10.00525457165PMC4342149

[17] TamulaitisG, KazlauskieneM, ManakovaE, et al. Programmable RNA shredding by the type III-A CRISPR-Cas system of *Streptococcus thermophilus*. Mol Cell. 2014;56:506–517. DOI: 10.1016/j.molcel.2014.09.02725458845

[18] HaleCR, ZhaoP, OlsonS, et al. RNA-guided RNA cleavage by a CRISPR RNA-Cas protein complex. Cell. 2009;139:945–956. DOI: 10.1016/j.cell.2009.07.04019945378PMC2951265

[19] ZhangJ, RouillonC, KerouM, et al. Structure and mechanism of the CMR complex for CRISPR-mediated antiviral immunity. Mol Cell. 2012;45:303–313. DOI: 10.1016/j.molcel.2011.12.01322227115PMC3381847

[20] AbudayyehOO, GootenbergJS, KonermannS, et al. C2c2 is a single-component programmable RNA-guided RNA-targeting CRISPR effector. Science. 2016;353:aaf5573 DOI: 10.1126/science.aaf557327256883PMC5127784

[21] ShmakovS, AbudayyehOO, MakarovaKS, et al. Discovery and functional characterization of diverse class 2 CRISPR-Cas systems. Mol Cell. 2015;60:385–397. DOI: 10.1016/j.molcel.2015.10.00826593719PMC4660269

[22] East-SeletskyA, O'ConnellMR, KnightSC, et al. Two distinct RNase activities of CRISPR-C2c2 enable guide-RNA processing and RNA detection. Nature. 2016;538:270–273. DOI: 10.1038/nature1980227669025PMC5576363

[23] SmargonAA, CoxDB, PyzochaNK, et al. Cas13b Is a Type VI-B CRISPR-associated RNA-guided RNase differentially regulated by accessory proteins Csx27 and Csx28. Mol Cell. 2017;65:618–630 e617. DOI: 10.1016/j.molcel.2016.12.02328065598PMC5432119

[24] YanWX, ChongS, ZhangH, et al. Cas13d is a compact RNA-targeting type VI CRISPR effector positively modulated by a WYL-domain-containing accessory protein. Mol Cell. 2018;70:327–339 e325. DOI: 10.1016/j.molcel.2018.02.02829551514PMC5935466

[25] O'ConnellMR, OakesBL, SternbergSH, et al. Programmable RNA recognition and cleavage by CRISPR/Cas9. Nature. 2014;516:263–266. DOI: 10.1038/nature1376925274302PMC4268322

[26] KonermannS, LotfyP, BrideauNJ, et al. Transcriptome engineering with RNA-targeting type VI-D CRISPR effectors. Cell. 2018;173:665–676 e614. DOI: 10.1016/j.cell.2018.02.03329551272PMC5910255

[27] AbudayyehOO, GootenbergJS, EssletzbichlerP, et al. RNA targeting with CRISPR-Cas13. Nature. 2017;550:280–284. DOI: 10.1038/nature2404928976959PMC5706658

[28] WolterF, PuchtaH The CRISPR/Cas revolution reaches the RNA world: Cas13, a new Swiss Army knife for plant biologists. Plant J. 2018;94:767–775. DOI: 10.1111/tpj.1389929575326

[29] KushawahG, Abugattas-Nuñez del PradoJ, Martinez-MoralesJR, et al. CRISPR-Cas13d induces efficient mRNA knock-down in animal embryos. bioRxiv. 2020:2020.2001.2013.904763. DOI: 10.1101/2020.01.13.90476332768421

[30] RouillonC, ZhouM, ZhangJ, et al. Structure of the CRISPR interference complex CSM reveals key similarities with cascade. Mol Cell. 2013;52:124–134. DOI: 10.1016/j.molcel.2013.08.02024119402PMC3807668

[31] MarraffiniLA, SontheimerEJ CRISPR interference limits horizontal gene transfer in staphylococci by targeting DNA. Science. 2008;322:1843–1845. DOI: 10.1126/science.116577119095942PMC2695655

[32] LiuTY, IavaroneAT, DoudnaJA RNA and DNA targeting by a reconstituted *Thermus thermophilus* type III-A CRISPR-Cas system. PLoS One. 2017;12:e0170552 DOI: 10.1371/journal.pone.017055228114398PMC5256923

[33] GoldbergGW, JiangW, BikardD, et al. Conditional tolerance of temperate phages via transcription-dependent CRISPR-Cas targeting. Nature. 2014;514:633–637. DOI: 10.1038/nature1363725174707PMC4214910

[34] KazlauskieneM, TamulaitisG, KostiukGet al. Spatiotemporal control of type III-A CRISPR-Cas immunity: coupling DNA degradation with the target RNA recognition. Mol Cell. 2016;62:295–306. DOI: 10.1016/j.molcel.2016.03.02427105119

[35] SamaiP, PyensonN, JiangW, et al. Co-transcriptional DNA and RNA cleavage during type III CRISPR-Cas immunity. Cell. 2015;161:1164–1174. DOI: 10.1016/j.cell.2015.04.02725959775PMC4594840

[36] AravindL, KooninEV The HD domain defines a new superfamily of metal-dependent phosphohydrolases. Trends Biochem Sci. 1998;23:469–472. DOI: 10.1016/s0968-0004(98)01293-69868367

[37] TamulaitisG, VenclovasC, SiksnysV Type III CRISPR-Cas immunity: major differences brushed aside. Trends Microbiol. 2017;25:49–61. DOI: 10.1016/j.tim.2016.09.01227773522

[38] Hatoum-AslanA, ManivI, SamaiP, et al. Genetic characterization of antiplasmid immunity through a type III-A CRISPR-Cas system. J Bacteriol. 2014;196:310–317. 10.1128/JB.01130-132418708610.1128/JB.01130-13PMC3911255

[39] MogilaI, KazlauskieneM, ValinskyteS, et al. Genetic dissection of the type III-A CRISPR-Cas system csm complex reveals roles of individual subunits. Cell Rep. 2019;26:2753–2765 e2754. DOI: 10.1016/j.celrep.2019.02.02930840895

[40] KrovelAV, OlsenLC Expression of a vas::EGFP transgene in primordial germ cells of the zebrafish. Mech Dev. 2002;116:141–150. DOI: 10.1016/s0925-4773(02)00154-512128213

[41] KimMJ, KangKH, KimCH, et al. Real-time imaging of mitochondria in transgenic zebrafish expressing mitochondrially targeted GFP. Biotechniques. 2008;45:331–334. DOI: 10.2144/00011290918778258

[42] WitzelHR, JungblutB, ChoeCP, et al. The LIM protein Ajuba restricts the second heart field progenitor pool by regulating Isl1 activity. Dev Cell. 2012;23:58–70. DOI: 10.1016/j.devcel.2012.06.00522771034PMC3671491

[43] HuangCJ, TuCT, HsiaoCD, et al. Germ-line transmission of a myocardium-specific GFP transgene reveals critical regulatory elements in the cardiac myosin light chain 2 promoter of zebrafish. Dev Dyn. 2003;228:30–40. DOI: 10.1002/dvdy.1035612950077

[44] LawsonND, WeinsteinBM In vivo imaging of embryonic vascular development using transgenic zebrafish. Dev Biol. 2002;248:307–318. DOI: 10.1006/dbio.2002.071112167406

[45] ZhangJ, TalbotWS, SchierAF Positional cloning identifies zebrafish one-eyed pinhead as a permissive EGF-related ligand required during gastrulation. Cell. 1998;92:241–251. DOI: 10.1016/s0092-8674(00)80918-69458048

[46] GritsmanK, ZhangJ, ChengS, et al. The EGF-CFC protein one-eyed pinhead is essential for nodal signaling. Cell. 1999;97:121–132. DOI: 10.1016/s0092-8674(00)80720-510199408

[47] GriffinKJ, KimelmanD One-Eyed Pinhead and Spadetail are essential for heart and somite formation. Nat Cell Biol. 2002;4:821–825. DOI: 10.1038/ncb86212360294

[48] KazlauskieneM, KostiukG, VenclovasC, et al. A cyclic oligonucleotide signaling pathway in type III CRISPR-Cas systems. Science. 2017;357:605–609. DOI: 10.1126/science.aao010028663439

[49] KnautH, PelegriF, BohmannK, et al. Zebrafish vasa RNA but not its protein is a component of the germ plasm and segregates asymmetrically before germline specification. J Cell Biol. 2000;149:875–888. DOI: 10.1083/jcb.149.4.87510811828PMC2174565

[50] KnautH, SteinbeisserH, SchwarzH, et al. An evolutionary conserved region in the vasa 3'UTR targets RNA translation to the germ cells in the zebrafish. Curr Biol. 2002;12:454–466. DOI: 10.1016/s0960-9822(02)00723-611909530

[51] BraatAK, ZandbergenT, van de WaterS, et al. Characterization of zebrafish primordial germ cells: morphology and early distribution of vasa RNA. Dev Dyn. 1999;216:153–167. DOI: 10.1002/(SICI)1097-0177(199910)216:2<153::AID-DVDY6>3.0.CO;2-110536055

[52] HuangN, LeeI, MarcotteEM, et al. Characterising and predicting haploinsufficiency in the human genome. PLoS Genet. 2010;6:e1001154 DOI: 10.1371/journal.pgen.100115420976243PMC2954820

[53] NeuhaussSC, BiehlmaierO, SeeligerMW, et al. Genetic disorders of vision revealed by a behavioral screen of 400 essential loci in zebrafish. J Neurosci. 1999;19:8603–8615. DOI: 10.1523/JNEUROSCI.19-19-08603.199910493760PMC6783047

[54] GootenbergJS, AbudayyehOO, LeeJW, et al. Nucleic acid detection with CRISPR-Cas13a/C2c2. Science. 2017;356:438–442. DOI: 10.1126/science.aam932128408723PMC5526198

# Supplementary material for: Targeted RNA Knockdown by a Type III CRISPR-Cas Complex in Zebrafish
**Source:** CRISPR J. 2020 Aug 24;3(4):299–313. doi: 10.1089/crispr.2020.0032
**Supplement:** Supplemental data

**Table S1. Expression plasmids used in this study.** **Related to Figures 1 and 4.**

| **Plasmid** | **Description*** | **Usage** |
| --- | --- | --- |
| pCas/Csm | pCDFDuet-1_Cas6-Cas10-Csm2-Csm3-Csm4-Csm5-Csm6’-Csm6 (Str^r^) | expression of wt *S. thermophilus* DGCC8004 StCsm complexes |
| pCsm2N-Tag | pETDuet-1_Csm2-N-StrepII (Ap^r^) | expressed Csm2 N-StrepII-tagged protein was used as a bait for StCsm pulldown |
| pCRISPR_*EGFP* | pACYCDuet-1_Leader-(repeat_spacer *EGFP*)_4_-terminal repeat (Cm^r^) | expression of crRNA containing *S. thermophilus* DGCC8004 repeat and 36 nt length spacer targeting *EGFP* transcript |
| pCRISPR_*avGFP* | pACYCDuet-1_Leader-(repeat_spacer *avGFP*)_4_-terminal repeat (Cm^r^) | expression of crRNA containing *S. thermophilus* DGCC8004 repeat and 36 nt length spacer targeting *avGFP* transcript |
| pCRISPR_*S3* | pACYCDuet-1_Leader-(repeat_spacer *S3*)_4_-terminal repeat (Cm^r^) | expression of *S. thermophilus* DGCC8004 crRNA containing 36 nt length spacer *S3* sequence |
| pCRISPR_*tdgf1^167^* | pACYCDuet-1_Leader-(repeat_spacer *tdgf1^167^*)_4_-terminal repeat (Cm^r^) | expression of crRNA containing *S. thermophilus* DGCC8004 repeat and 36nt length spacer targeting *tdgf1* transcript at position 149-180 nt and *S. thermophilus* DGCC8004 repeat |
| pCRISPR_*tdgf1^167,174,154,181^* | pACYCDuet-1_Leader-(repeat_spacer *tdgf1^167^*_repeat_spacer *tdgf1^174^*_repeat_spacer *tdgf1^154^*_repeat_spacer *tdgf1^181^*)_2_-terminal repeat (Cm^r^) | expression of crRNAs containing *S. thermophilus* DGCC8004 repeats and 36nt length spacers targeting *tdgf1* transcript at positions 149-180 nt, 80-111 nt, 233-264nt and 18-49 nt, respectively |

* Str^r^ – streptomycin-resistance, Ap^r^ – ampicillin-resistance, Cmr^r^ – chloramphenicol-resistance.

# Supplementary material for: Targeted RNA Knockdown by a Type III CRISPR-Cas Complex in Zebrafish
**Source:** CRISPR J. 2020 Aug 24;3(4):299–313. doi: 10.1089/crispr.2020.0032
**Supplement:** Supplemental data

**Table S2. crRNAs targeting *EGFP, avGFP*, *S3* and *tdgf1* and RNA substrates used in this study*. Related to Figures 1, 3 and 4.**

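The first table compares the crRNA that targets EGFP with the crRNA that targets avGFP, the green fluorescent protein gene of Aequorea victoria that EGFP was derived from. In the mature crRNAs of 40 nt both spacers are 32 nt long. They differ at 6 positions, which are G1A, G4A, G19A, G20C, A21U and G28A, counted from 1 at the 5' end of the spacer, with the base of the EGFP spacer first and that of the avGFP spacer last. The remaining 26 positions are identical. In the longer crRNAs of the same table the spacers are 36 nt long and differ at 7 positions, the 6 above and G34A. Of the 6 differences, 3 are adjacent, at positions 19, 20 and 21. The 5' handle of the crRNA reads ACGGAAAC.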

* Above each Table *EGFP, avGFP*, *S3* and *tdgf1* targeting crRNAs are depicted. Bold and underlined lettering in crRNAs indicates the spacer and 5’- handle sequences, respectively. Target sequences in *EGFP, avGFP* and *S3* RNA substrates containing the corresponding transcript sequences of are coloured in green, olive and red, respectively. Different target sequences in *tdgf1* RNA substrates are coloured in violet, yellow, brown and blue. Nucleotides complementary to corresponding nucleotide in crRNA are depicted by dashes. “:” indicates nucleotides which form wobble base pair. First 5‘-GGG nucleotides were incorporated into RNA substrates during *in vitro* transcription. Most stable hetero-dimers are shown for NS RNA and *tdgf1* RNAs, *S3* RNA and *EGFP* RNA.

| **72 nt *EGFP* crRNA in StCsm complex** | | 5'-handle Spacer(*EGFP*) 3'-handle  5’-ACGGAAAC**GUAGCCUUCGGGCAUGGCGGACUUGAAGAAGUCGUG**GAUAUAAACCUAAUUACCUCGAGAGGGG-3’ |
| --- | --- | --- |
| **40 nt *EGFP* crRNA in StCsm complex** | | 5'-handle Spacer(*EGFP*)  5’-ACGGAAAC**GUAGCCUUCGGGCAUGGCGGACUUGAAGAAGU**-3’ |
| **Substrate** | **Length, nt** | **Sequence** |
| *EGFP* RNA | 70 | \| \|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|  3’-GCGAGGACCUG**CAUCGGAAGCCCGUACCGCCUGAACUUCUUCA**GCACGACGAAGUACACCAGCCCCAGGG-5’ |
|  | | |
| **72 nt *avGFP* crRNA in StCsm complex** | | 5'-handle Spacer(*avGFP*) 3'-handle  5’- ACGGAAAC**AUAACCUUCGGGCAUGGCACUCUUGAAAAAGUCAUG**GAUAUAAACCUAAUUACCUCGAGAGGGG-3’ |
| **40 nt *avGFP* crRNA in StCsm complex** | | 5'-handle Spacer(*avGFP*)  5’- ACGGAAAC**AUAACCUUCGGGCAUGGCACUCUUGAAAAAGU**-3’ |
| **Substrate** | **Length, nt** | **Sequence** |
| *avGFP* RNA | 68 | \| \|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|  3’-UCAAGAAAGGACAUG**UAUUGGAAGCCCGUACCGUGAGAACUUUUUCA**GUACGACAAAGUAUACUAGGG-5’ |
| *EGFP* RNA | 70 | \| \|\| \|\| \|\|\|\|\|\|\|\|\|\|\|\|\|\| \|\|\|\|\|\| \|\|\|\|  3’-GCGAGGACCUG**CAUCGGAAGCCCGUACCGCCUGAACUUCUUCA**GCACGACGAAGUACACCAGCCCCAGGG-5’ |

| **72 nt *S3* crRNA in StCsm complex** | | 5'-handle Spacer(*S3)* 3'-handle  5’-ACGGAAAC**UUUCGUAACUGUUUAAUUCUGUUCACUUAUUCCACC**GAUAUAAACCUAAUUACCUCGAGAGGGG-3’ |
| --- | --- | --- |
| **40 nt *S3* crRNA in StCsm complex** | | 5'-handle Spacer(*S3*)  5'-ACGGAAAC**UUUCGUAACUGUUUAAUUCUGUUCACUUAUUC**-3' |
| **Substrate** | **Length, nt** | **Sequence** |
| *S3* RNA | 68 | \|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|  3’-AGCGGUGGAAAACAA**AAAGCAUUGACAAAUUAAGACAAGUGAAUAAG**GUGGAGGAGUUAAACGGCGGG-5’ |
| *EGFP* RNA | 70 | \| \|\| \| : \| \| : : ::\| \|  3’-GCGAGGACCUG**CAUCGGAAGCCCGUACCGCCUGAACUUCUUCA**GCACGACGAAGUACACCAGCCCCAGGG-5’ |

| **72 nt *tdgf1^167^* crRNA in StCsm complex** | | 5'-handle Spacer(*tdgf1^167^*)  5'-ACGGAAAC**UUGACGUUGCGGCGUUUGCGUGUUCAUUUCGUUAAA**GAUAUAAACCUAAUUACCUCGAGAGGGG-3' |
| --- | --- | --- |
| **40 nt *tdgf1^167^* crRNA in StCsm complex** | | 5'-handle Spacer(*tdgf1^167^*)  5'-ACGGAAAC**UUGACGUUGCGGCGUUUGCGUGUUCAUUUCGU**-3' |
| **Substrate** | **Length, nt** | **Sequence** |
| *tdgf1^167^* RNA | 43 | \| \|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|  3’-AACGCCAC**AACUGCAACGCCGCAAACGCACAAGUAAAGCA**GGG-5’ |
| NS RNA | 68 | :: \| \| : \| \| :\|\|\|\|\| ::  3’-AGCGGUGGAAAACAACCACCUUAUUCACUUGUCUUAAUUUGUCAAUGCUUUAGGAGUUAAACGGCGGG-5’ |
|  | |  |
| **72 nt *tdgf1^174^* crRNA in StCsm complex** | | 5'-handle Spacer(*tdgf1^174^*)  5'-ACGGAAAC**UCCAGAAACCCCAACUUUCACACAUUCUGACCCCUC**GAUAUAAACCUAAUUACCUCGAGAGGGG-3' |
| **40 nt *tdgf1*^174^ crRNA in StCsm complex** | | 5'-handle Spacer(*tdgf1^174^*)  5'-ACGGAAAC**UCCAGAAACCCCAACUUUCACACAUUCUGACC**-3' |
| **Substrate** | **Length, nt** | **Sequence** |
| *tdgf1^174^* RNA | 43 | \| \|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|  3’-AAACCGAA**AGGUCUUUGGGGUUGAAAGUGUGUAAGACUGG**GGG-5’ |
| NS RNA | 68 | \| :\| \|\|\|\|\| \| \|\| \| \| :: ::\|  3’-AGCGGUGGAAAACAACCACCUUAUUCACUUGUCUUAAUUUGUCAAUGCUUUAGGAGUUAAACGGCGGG-5’ |
|  | |  |
| **72 nt *tdgf1^154^* crRNA in StCsm complex** | | 5'-handle Spacer(*tdgf1^154^*)  5'-ACGGAAAC**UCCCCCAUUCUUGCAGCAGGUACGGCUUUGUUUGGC**GAUAUAAACCUAAUUACCUCGAGAGGGG-3' |
| **40 nt *tdgf1^154^* crRNA in StCsm complex** | | 5'-handle Spacer(*tdgf1^154^*)  5'-ACGGAAAC**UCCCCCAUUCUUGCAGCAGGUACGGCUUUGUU**-3' |
| **Substrate** | **Length, nt** | **Sequence** |
| *tdgf1^154^* RNA | 43 | \| \| \| \|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|  3’-UACGUGCA**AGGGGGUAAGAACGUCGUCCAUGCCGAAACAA**GGG-5’ |
| NS RNA | 68 | \|\| \|\|\|\|\|\|  3’-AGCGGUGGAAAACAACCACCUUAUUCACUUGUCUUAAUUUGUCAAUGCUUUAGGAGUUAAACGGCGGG-5’ |
|  | |  |
| **72 nt *tdgf1^181^* crRNA in StCsm** | | 5'-handle Spacer (*tdgf1^181^*)  5'-ACGGAAAC**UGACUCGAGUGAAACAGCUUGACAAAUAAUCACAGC**GAUAUAAACCUAAUUACCUCGAGAGGGG-3' |
| **40 nt *tdgf1^181^* crRNA in StCsm** | | 5'-handle Spacer (*tdgf1^181^*)  5'-ACGGAAAC**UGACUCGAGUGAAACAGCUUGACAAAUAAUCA**-3' |
| **Substrate** | **Length, nt** | **Sequence** |
| *tdgf1^181^* RNA | 43 | \|: \| \|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|\|  3’-AGUGUAGG**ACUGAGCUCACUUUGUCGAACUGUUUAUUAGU**GGG-5’ |
| NS RNA | 68 | :: \|\| \|\|\| : \|\|:\| \|\|\|\|\|\| \| \|\| : : \|  3’-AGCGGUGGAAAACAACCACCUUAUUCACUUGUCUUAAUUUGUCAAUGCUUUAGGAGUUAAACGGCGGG-5’ |

# Supplementary material for: Targeted RNA Knockdown by a Type III CRISPR-Cas Complex in Zebrafish
**Source:** CRISPR J. 2020 Aug 24;3(4):299–313. doi: 10.1089/crispr.2020.0032

## Supplemental Figures

**Figure S1: *In vitro* characterization of StCsm complexes targeting *EGFP* transcript. Related to Figure 1.** (A) Coomassie blue-stained SDS-PAGE of purified StCsm complexes. M - protein mass marker. (B) Denaturing PAGE analysis of crRNA co-purifying with the StCsm complexes. StCsm complex co-purifies with two different RNAs: unmaturred 72 nt crRNA or matured 40 nt crRNA. 72 nt crRNA resulting from the pre-crRNA cleavage is comprised of 8 nt 5'-handle, 36 nt spacer and 28 nt 3'-handle. Matured 40 nt crRNA contains an 8 nt 5'-handle derived from the repeat sequence and a 32 nt spacer which resulted from the 3'-end processing of unmaturred 72 nt crRNA.

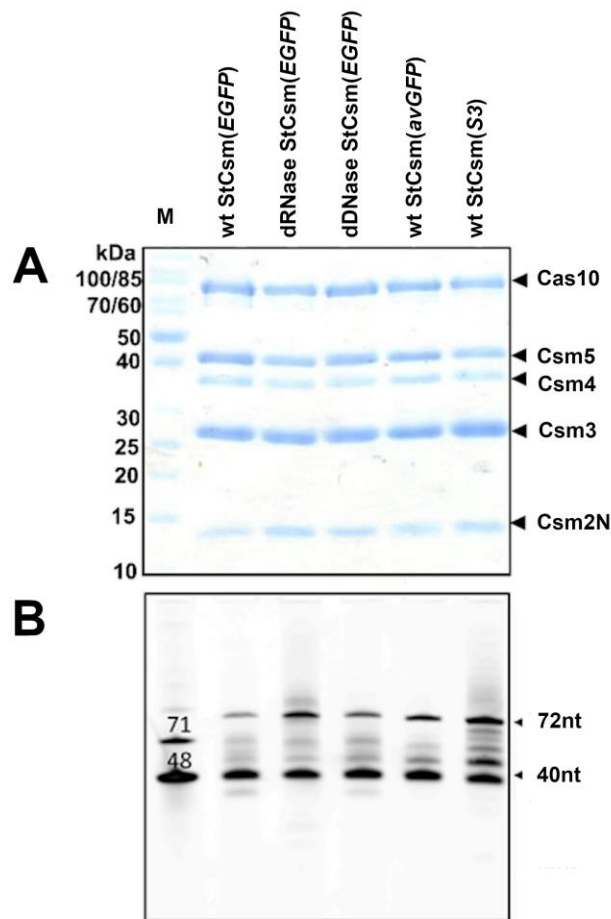

**Supplement:** Supplemental data

# Supplementary material for: Targeted RNA Knockdown by a Type III CRISPR-Cas Complex in Zebrafish
**Source:** CRISPR J. 2020 Aug 24;3(4):299–313. doi: 10.1089/crispr.2020.0032

**Figure S2: In vitro RNase and DNase assays. Related to Figure 1.** (A) Cartoon of the RNA cleavage assay. (B) Results of the RNA cleavage assay. *In vitro* synthesized radioactively 5'-labeled segment of *EGFP* transcript was used as a substrate in RNA cleavage assay. Reactions were initiated by addition of  $Mg^{2+}$  and products were analyzed in denaturing polyacrylamide gel. (C) Cartoon of the DNA cleavage assay. Binary StCsm complex binds complementary target RNA and forms ternary StCsm complex. The binding of complementary target RNA activates Cas10 (pink circle) and ssDNA is degraded. (D) Results of the DNA cleavage assay. Reactions were initiated by addition of  $Mn^{2+}$  and products were analyzed on agarose gels.

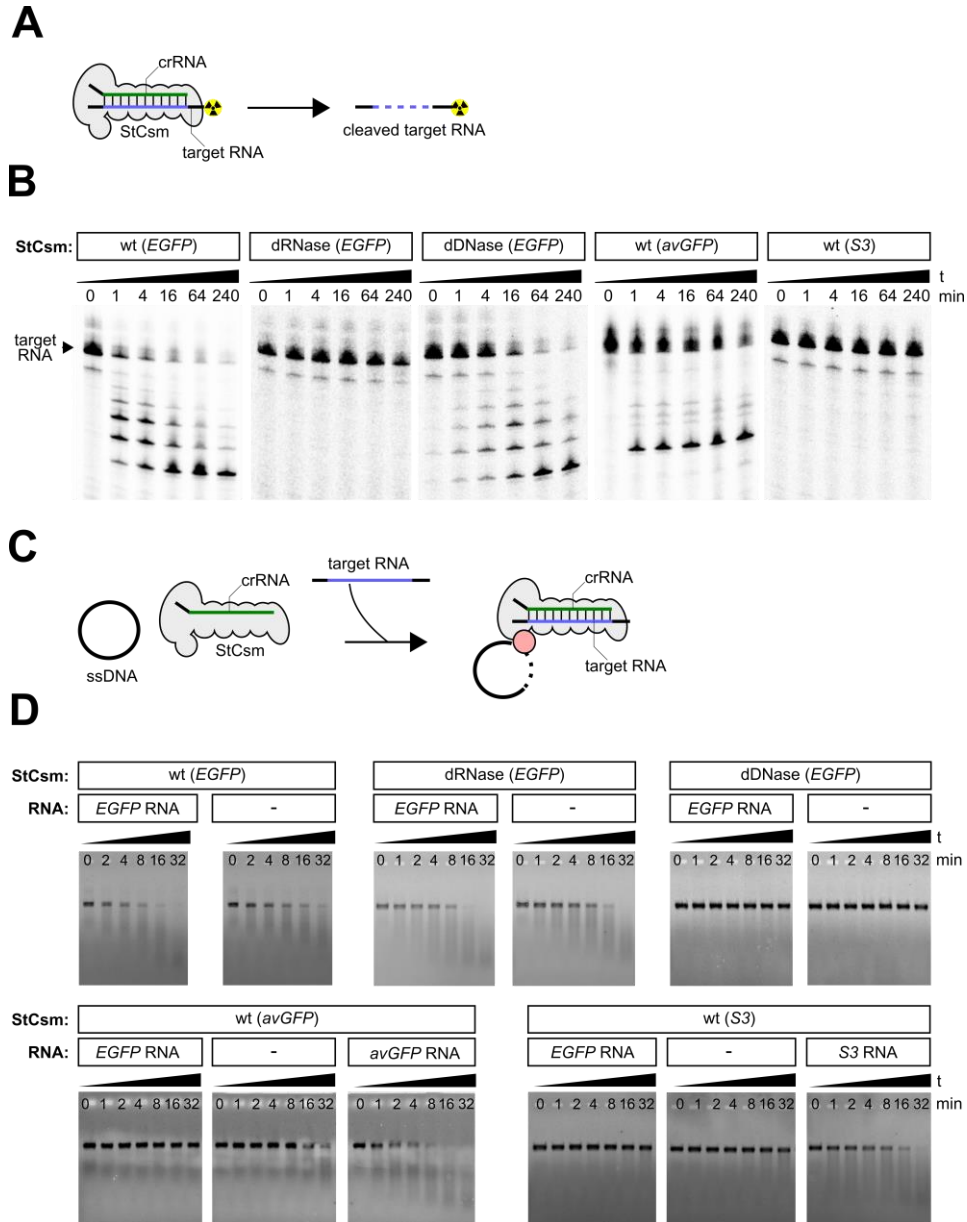

**Supplement:** Supplemental data

# Supplementary material for: Targeted RNA Knockdown by a Type III CRISPR-Cas Complex in Zebrafish
**Source:** CRISPR J. 2020 Aug 24;3(4):299–313. doi: 10.1089/crispr.2020.0032

**Figure S4: *Tg(ddx4:ddx4-EGFP)* in reciprocal crosses. Related to Figure 3.** *Tg(ddx4:ddx4-EGFP)* fluorescence was monitored in reciprocal crosses of ABTL and *Tg(ddx4:ddx4-EGFP)* parents.

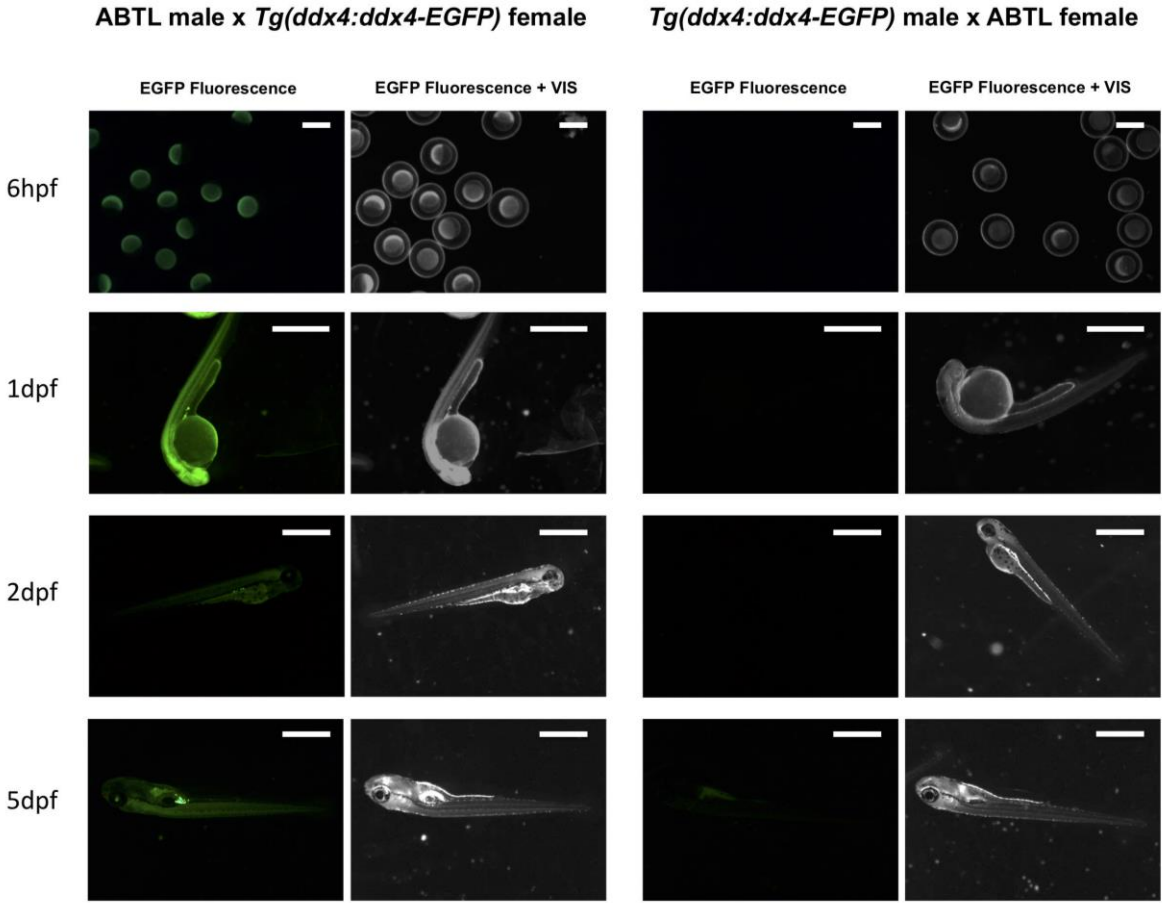

**Supplement:** Supplemental data

# Supplementary material for: Targeted RNA Knockdown by a Type III CRISPR-Cas Complex in Zebrafish
**Source:** CRISPR J. 2020 Aug 24;3(4):299–313. doi: 10.1089/crispr.2020.0032

**Figure S5: Lack of toxicity and dose response. Related to Figure 3.** (A) StCsm(*EGFP*) complexes were tolerated up to the highest tested does of 2.5 ng, or 5-times the efficacious does. Even at the high dose, no overt phenotypic changes were observed. Arrows point to germ cells. (B) The dose dependence of *Tg(ddx4:ddx4-EGFP)* knockdown was monitored for 1nl injections. At 0.5 mg/ml, the majority of embryos did not show EGFP fluorescence in germ cells.

**A**

Lack of toxicity

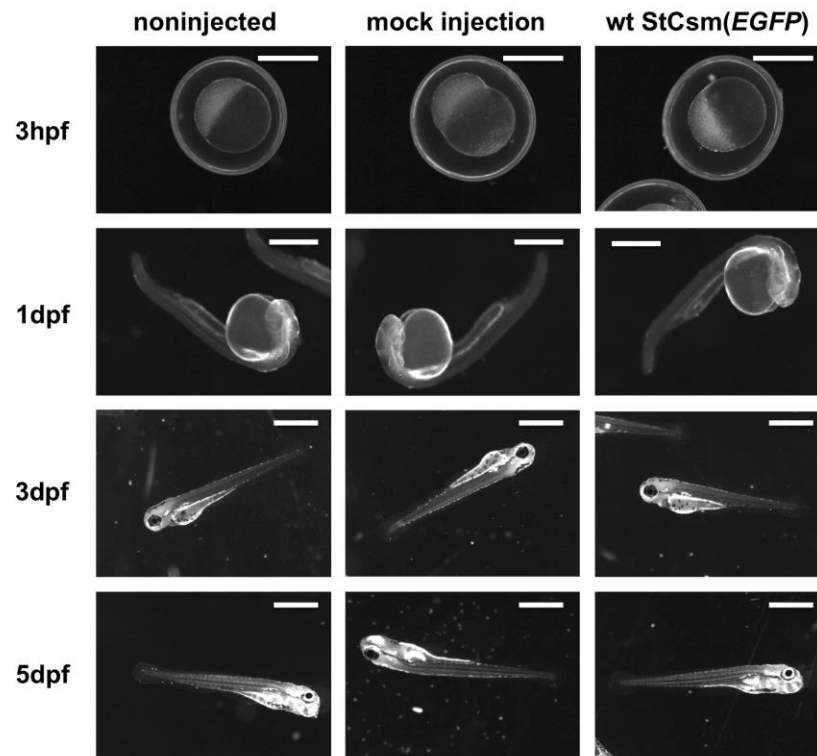

**B**

Dose response

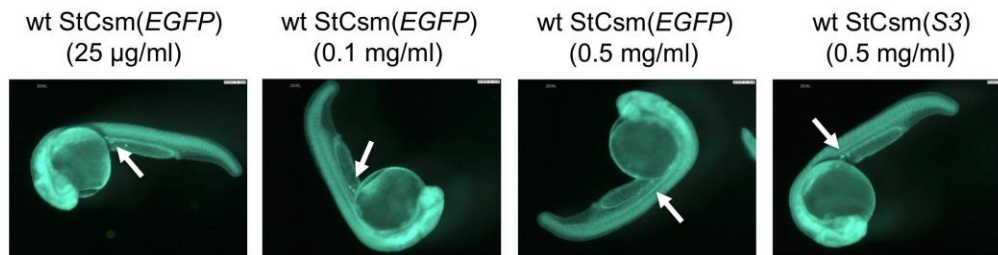

**Supplement:** Supplemental data

# Supplementary material for: Targeted RNA Knockdown by a Type III CRISPR-Cas Complex in Zebrafish
**Source:** CRISPR J. 2020 Aug 24;3(4):299–313. doi: 10.1089/crispr.2020.0032

**Figure S6: *Tg(Xla.Eef1a1:mlsEGFP)* in reciprocal crosses. Related to Figure 3.** (A) *Tg(Xla.Eef1a1:mlsEGFP)* fluorescence was monitored in reciprocal crosses of ABTL and *Tg(Xla.Eef1a1:mlsEGFP)* parents. (B) Mean fluorescence was quantified 1dpf by FACS analysis of digested embryos. Results are from three independent experiments; error bars represent one standard deviation. \*\*\*  $P < 0.001$  as compared with respective controls.

**A** *mlsEGFP* is a maternal and zygotic transgene

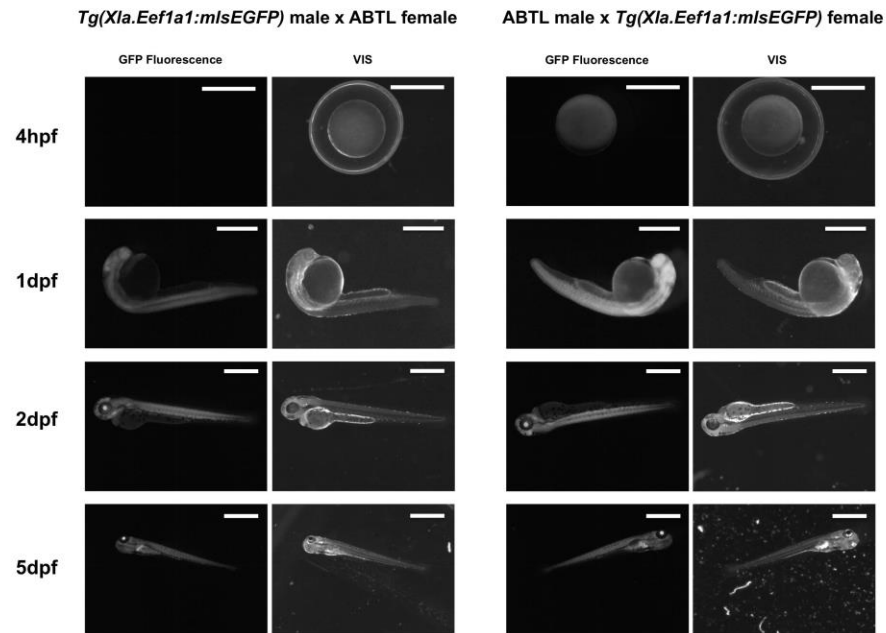

**B** *mlsEGFP* knockdown with StCsm(*EGFP*) in crosses with ABTL

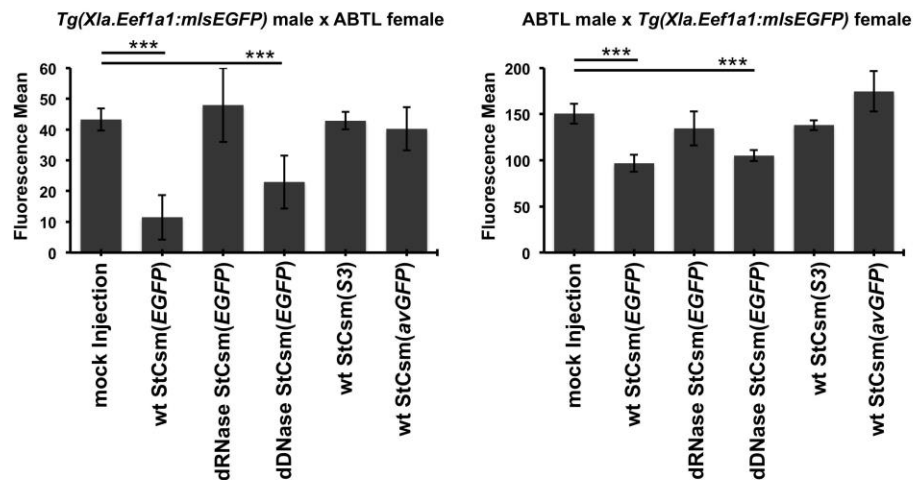

**Supplement:** Supplemental data

# Supplementary material for: Targeted RNA Knockdown by a Type III CRISPR-Cas Complex in Zebrafish
**Source:** CRISPR J. 2020 Aug 24;3(4):299–313. doi: 10.1089/crispr.2020.0032

**Figure S7: *Tg(myl7:GFP)* knockdown.** Related to Figure 3. The effect of the injection of StCsm crRNA complexes into *Tg(myl7:GFP)* embryos was monitored.

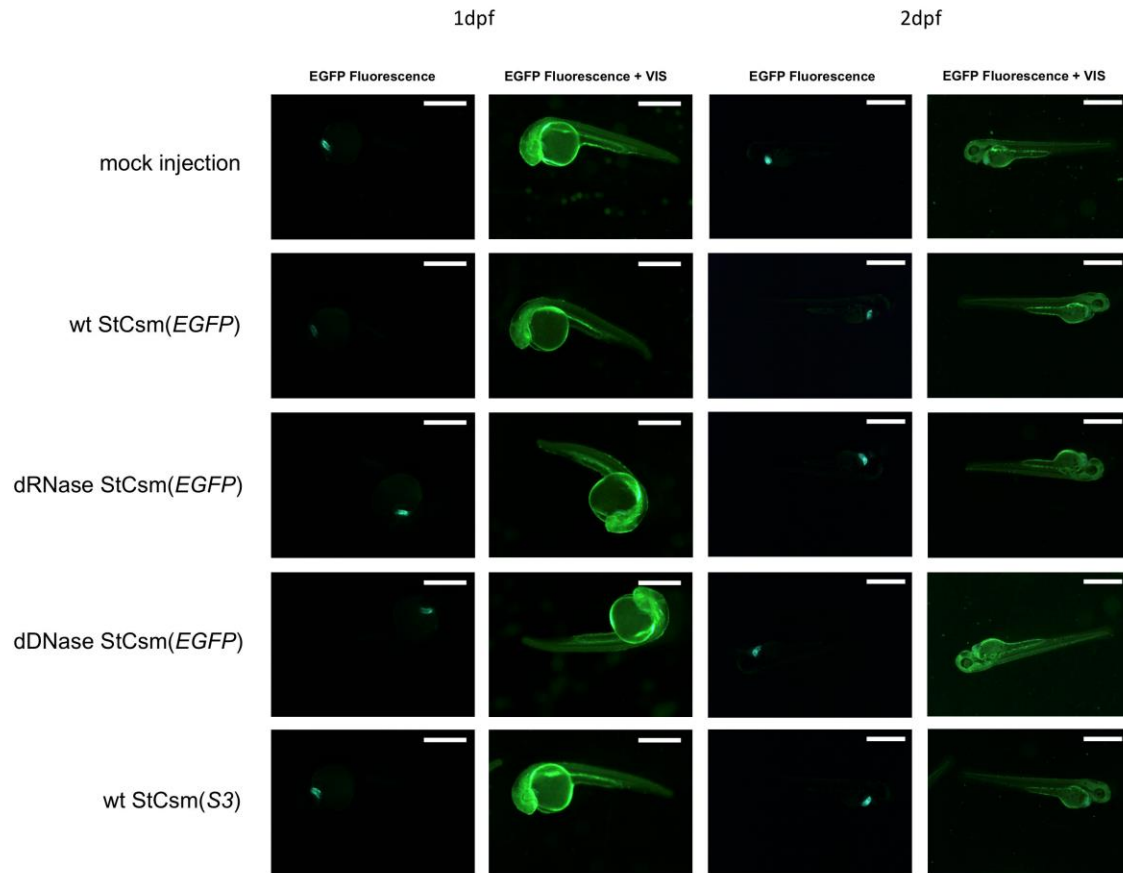

**Supplement:** Supplemental data

# Supplementary material for: Targeted RNA Knockdown by a Type III CRISPR-Cas Complex in Zebrafish
**Source:** CRISPR J. 2020 Aug 24;3(4):299–313. doi: 10.1089/crispr.2020.0032

**Figure S8: *Tg(fli1:EGFP)* knockdown.** Related to Figure 3. The effect of the injection of StCsm crRNA complexes into *Tg(fli1:EGFP)* embryos was monitored.

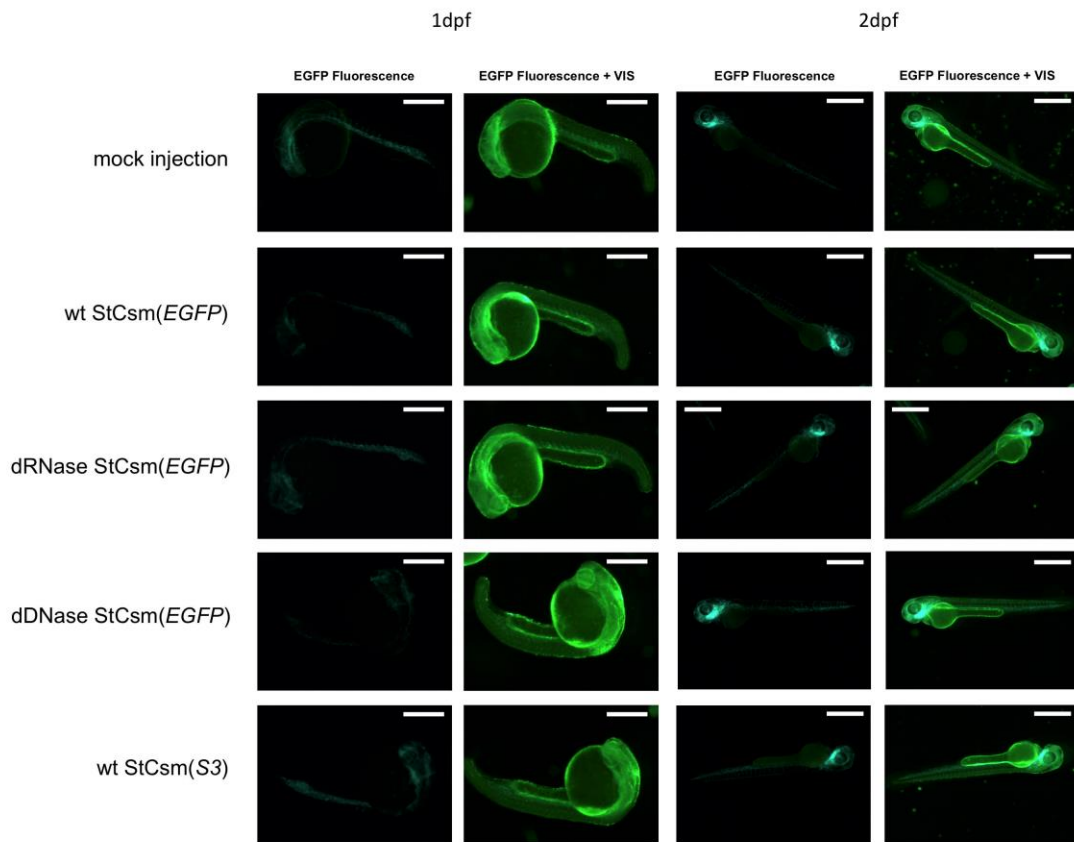

**Supplement:** Supplemental data

# Supplementary material for: Targeted RNA Knockdown by a Type III CRISPR-Cas Complex in Zebrafish
**Source:** CRISPR J. 2020 Aug 24;3(4):299–313. doi: 10.1089/crispr.2020.0032

**Figure S9: Microscopy of StCsm mediated *tdgf1* knockdown in wild type AB zebrafish. Related to Figure 4.** Lateral and ventral images of embryos after 24hpf, post-injection with dDNase StCsm(*tdgf1*<sup>167,174,154,181</sup>) complexes. The arrows indicate the eye or eyes of the fish. Injection was done at the 1-cell stage.

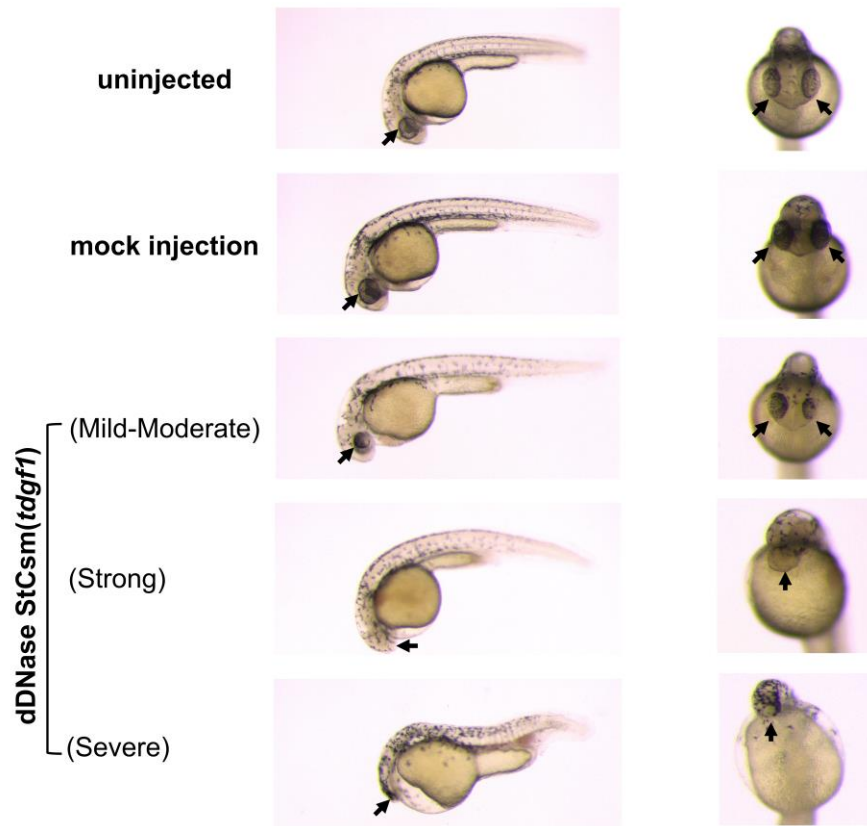

**Supplement:** Supplemental data

# Supplementary material for: Targeted RNA Knockdown by a Type III CRISPR-Cas Complex in Zebrafish
**Source:** CRISPR J. 2020 Aug 24;3(4):299–313. doi: 10.1089/crispr.2020.0032

**Figure S10. Read coverage analysis of the *EGFP* transcript at 128 cells stage. Related to Figure 5.** The top two panels (StCsm 5hpf and Mock 5hpf) depict the read coverage represented as a fraction of total coverage at each position for the StCsm injected (red) and Mock injected (blue) samples. Each replicate is plotted independently with the color shades gaining intensity where the plots overlap. Third panel (LFC coverage) shows the log2 of the ratio between the read coverage of the StCsm injected and Mock injected samples (positive values red, negative values blue). The fourth and fifth panel (StCsm ends and Mock ends) depict the distribution of sequencing fragment ends over the whole *EGFP* transcript sequence for the StCsm injected (red) and Mock injected (blue) samples. The sixth panel (Diff. ends) shows the difference in the sequencing fragment end distribution between the two samples, obtained by subtracting the mean amount of fragment ends of the Mock sample from the mean amount of fragment ends at each coordinate of the StCsm sample. The positive and negative values are colored red and blue, respectively.

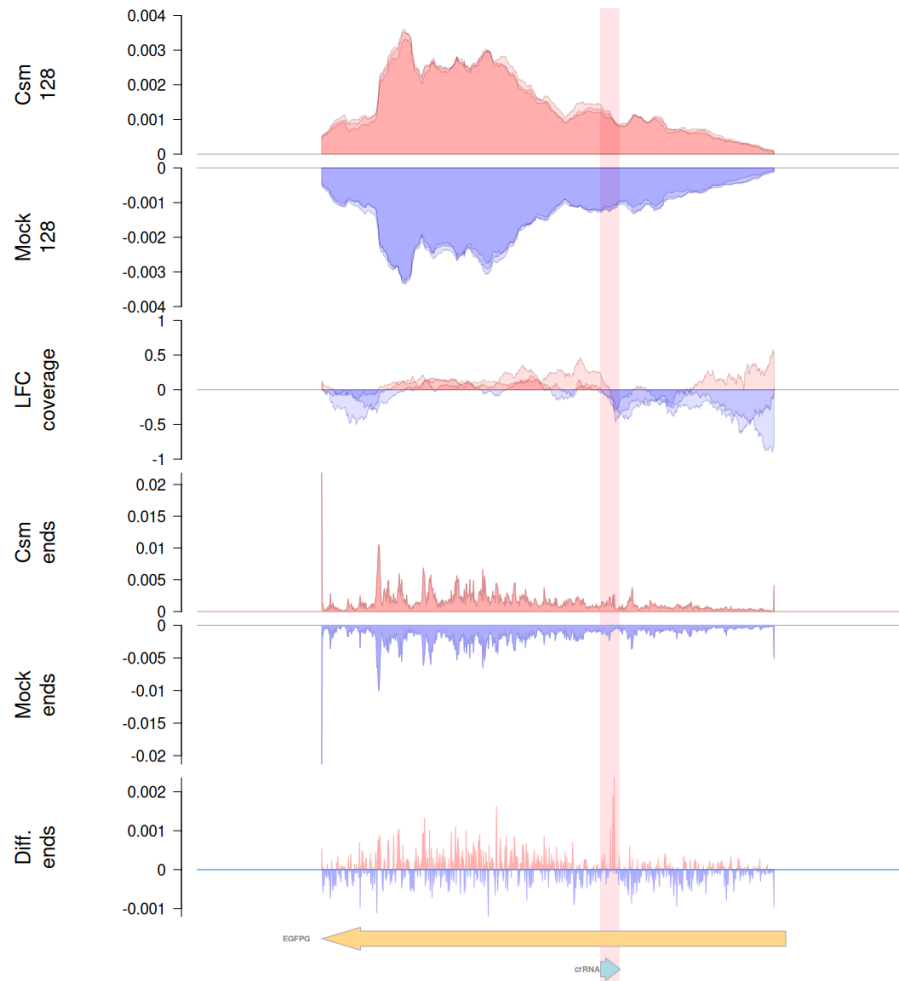

**Supplement:** Supplemental data

How the deposited data were processed for this re-analysis (not part of the article)

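RNA was sequenced from zebrafish embryos injected with StCsm(EGFP) or with storage buffer (mock), harvested at 24 hpf, at 5 hpf or at the 128-cell stage, in 3 independent experiments, giving 18 libraries in 6 conditions with 3 libraries each. The authors deposited raw read counts per gene for each library, made by assigning the reads of poly(A)-selected, paired-end libraries to genes of a genome extended by an EGFP contig. The authors also deposited normalized signal tables for each stage, and division of the raw counts by 1 size factor per library gives their values. They list 19698 genes at the 128-cell stage, 21006 at 5 hpf and 21797 at 24 hpf, and the smallest total count of a listed gene over the 6 libraries of a stage is 9, 10 and 9. The counts were the input to every test, and the normalized tables gave only the size factors for a model of EGFP alone. The aligner, the counter, the genome build and the annotation release are not named in the paper's text, and its Supplementary Methods were not at hand.

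The count files list 32521 gene identifiers, of which 29201 were paired with a symbol, and 5 special rows for unassigned reads, which were left out of the library totals. As a share of all listed counts, special rows included, reads without a feature had a median of 13.9%, ambiguous reads 0.911% and reads with several alignments 9.00%. The rows for low quality and for unaligned reads held 0. Confidence intervals of shares of counts are exact Clopper-Pearson intervals at 95% and cover counting error only.

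The fits used R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and MASS 7.3.60.0.1. Genes were filtered with edgeR's filterByExpr by condition, with EGFP kept whatever its counts, and normalized with TMM. Each stage was fitted alone, with injection and the replicate number in the model, robust quasi-likelihood dispersions and an adjusted p threshold of 0.1 (Benjamini-Hochberg). The replicate number stands for the experiment, which the paper treats as a batch. As a check of the pairing, deviations from the group means were correlated across genes between StCsm(EGFP) and mock libraries, and at 24 hpf this gave 0.23 to 0.49 for libraries with the same number and -0.38 to 0.20 for the others. The difference of the effect between the 128-cell stage and 5 hpf was tested as an interaction on the 12 libraries of these stages.

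The fits were tested on simulated data with 200 changed genes. With no gene changed, 0 genes were called at the 128-cell stage and at 5 hpf and 6 at 24 hpf. With changed genes, 11, 6 and 44 unchanged genes were called at the respective stages, and the interaction test recovered 16.5% of the changed genes. A simulated change of -0.3 in the ribosomal protein genes was returned as -0.31.

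Lists of genes were tested with limma's camera with a correlation of 0.01, with fry, and with camera and an estimated correlation. The lists of ribosomal protein genes, splicing factor genes and germ-plasm genes were set by symbol ahead of the tests. The lists of oxidative phosphorylation genes, translation factor genes, p53 target genes, interferon-stimulated genes and muscle genes were written after the first fits had been seen. Where lists were compared with chance, 10000 random lists matched on expression were drawn. Genes that mark 24 hpf embryos were those with a CPM of at least 100 in mock embryos at 24 hpf and a median CPM of at most 1 at the earlier stages, which gave 27 genes of the muscle list and 54 others, some of them also expressed in muscle. Among the 54, 15 markers of the nervous system, blood, cartilage and notochord were picked by symbol after the levels of the 54 had been seen.

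Genes named in the text follow a rule. It takes every gene that the paper names, the germ-plasm genes, and at each stage the 3 genes with the smallest p in each direction among those past the threshold and changed in the same direction in all 3 batches. Of the genes that the paper names, fabp11a was not matched to an identifier and nkx2.5 was not among the tested genes. The genes rps27l, rnf14, phlda3, bbc3, isg15, myhz1.1 and actc1b fall outside the rule and were chosen after their values were seen. Where a gene had no counts in any library of a group, the fold was computed against 3 counts and is a lower bound.

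Alternatives were no replicate block, DESeq2's likelihood ratio and Wald tests, DESeq2's size factors, library totals, no filter on low counts, at least 10 counts in every library, a fit of all 18 libraries, dispersions without robust estimation, an adjusted p threshold of 0.05, and each replicate left out in turn. Correlations used log2(CPM + 1), with a pseudocount of 0.1 as an alternative. The principal component analysis used 500 genes and log2 CPM with a prior count of 2. Groups of genes by complementarity to the crRNA, corrections for gene length and GC content, read coverage along the EGFP transcript and gene ontology terms were not analysed here.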

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

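The lists of p53 target and interferon-stimulated genes and of tissue markers, the tests of 24 hpf RNA for the p53 target genes, of the single germ-plasm genes, of cleavage of the fusion transcript, of a single batch and of timing within batch 2, and the criteria by which the tests of timing and of interferon for the p53 target genes were read, were chosen only after the results they concern were seen.

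A group of p53 target genes that the paper does not discuss was higher in StCsm(EGFP) than in mock injected embryos at 5 hpf. It was first noticed in rps27l, rnf14 (ENSDARG00000078683), phlda3 and bbc3, with log2 fold changes of 1.32, 1.31, 1.17 and 1.16. Each was higher in 3 of 3 batches, and none passed the adjusted threshold in edgeR's fit of the 6 libraries of that stage. The symbol rnf14 belongs to more than 1 identifier, and only the one given was picked as a named gene. Among the alternatives, rps27l, rnf14 and phlda3 passed it without the filter and without replicate 2 or 3, rps27l and rnf14 also in DESeq2's tests and rps27l with all 18 libraries, whereas bbc3 passed in none. The adjusted p of rps27l ranged from 2.27e-05 to 0.99999 over its alternatives in edgeR's and DESeq2's tests. A list of other p53 target genes had a median log2 fold change of 0.22, with 18 of 21 genes higher. The list was higher in batches 1 and 2 (0.31 and 0.41) but not in batch 3 (-0.075), and from 0.19 to 0.30 with each replicate left out. The p-value was 1.43e-08 in limma's camera test and 0.0337 with an estimated correlation, but 0.0741 in fry. The medians were 0.046 at the 128-cell stage and 0.17 at 24 hpf, and whether the stages differ was not tested. RNA of 24 hpf embryos does not account for the rise, since the listed genes were less abundant in mock embryos at 24 hpf than in StCsm(EGFP) embryos at 5 hpf (median log2 ratio -1.28). A difference in developmental timing stays open. Of 10000 random lists matched on expression and on the mock change, 0% had as high a median, but such lists ignore correlation between genes, and fry, which allows for it, gave the 0.0741 above. An interferon response stays open as well. The interferon-stimulated genes had a median of -0.11, with 6 of 9 tested genes lower and 3 higher, and 78.1% of random lists had as high a median, while isg15 had a log2 fold change of 1.31 and was higher in 3 of 3 batches. Activation of p53 after injection of the complex was not tested apart from the list itself and stays open too. Since mock embryos received buffer only, the design does not separate an effect of EGFP cleavage from one of the injected protein or crRNA.

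The ddx4 transcript, whose level the RNA-Seq text does not report, was lower in StCsm(EGFP) injected embryos. Its log2 fold change at the 128-cell stage was -0.31 (adjusted p = 0.0393 in edgeR's test), lower in 3 of 3 batches. Without replicate 1 or without replicate 2 the adjusted p was 0.105 or 0.124 in edgeR's test, and without the replicate block it was 0.987. The call was also lost in the fit of all 18 libraries (unadjusted p = 0.0232 in edgeR's test). The log2 fold change of ddx4 was -0.54 at 5 hpf and -0.45 at 24 hpf, lower in 3 of 3 batches at each, without passing the adjusted threshold. A general loss of germ-plasm transcripts is argued against by the 9 germ-plasm identifiers at the 128-cell stage, the lowest of which was buc with a log2 fold change of -0.11 (standard error 0.076) and the highest 0.18, with a median of -0.019. Cleavage of the maternal ddx4-EGFP fusion transcript stays open. If endogenous ddx4 were spared and cleavage lowered the reads of both parts of the fusion alike, ddx4 would fall by less than EGFP. The paper reports that some cleaved EGFP transcripts leave lasting 3' fragments, so that cleavage need not lower both parts alike. The difference between the log2 fold changes of ddx4 and EGFP at the 128-cell stage was 0.12. Within batches it was 0.15, -0.19 and 0.42 at that stage and 0.41, -0.22 and -0.13 at 5 hpf. In some batches ddx4 thus fell further than EGFP, which by itself does not speak against cleavage. With this spread and counts that do not separate fusion from endogenous transcripts, cleavage of the fusion transcript and other causes cannot be told apart.

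Transcripts that are abundant at 24 hpf were found in libraries of the 128-cell stage. Over 81 such genes, mock replicate 1 held 0.455% of their 24 hpf level, mock replicate 3 held 0.279% and mock replicate 2 held 0.0735%, whereas StCsm(EGFP) replicates 2 and 3 of that stage held 0.0753% and 0.0555%, and replicate 1 less than mock replicate 3. The highest level at 5 hpf was 0.323%, in StCsm(EGFP) replicate 2. This goes with the lower muscle transcripts in StCsm(EGFP) embryos at the 128-cell stage, such as myhz1.1 (-2.45) and actc1b (-1.88). A small share of 24 hpf RNA or of its reads in mock libraries is a candidate source, because 15 markers of other tissues stood at 0.469% of their 24 hpf level in the library with the most muscle transcripts, mock replicate 1, where the muscle genes stood at 0.415%. By tissue, the level in mock replicate 1 was 0.435% for the nervous system, 0.460% for blood and 0.509% for cartilage and notochord. In mock replicate 3 of the 128-cell stage it was 0.246%, 0.151% and 0.314%, respectively. At 5 hpf, the 15 markers stood at 0.578% in mock replicate 3, where the muscle genes stood at 0.0440%. By tissue, that library had 0.295%, 0.00865% and 1.34%, so that a high marker level alone does not show 24 hpf RNA. Carry-over of RNA and misassignment of reads between libraries were not separated, and no biological explanation was tested.

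The change of the ribosomal protein genes differed between the stages, with an effect at 5 hpf that exceeded the one at the 128-cell stage by a median of 0.52 on the log2 scale (p-value 8.55e-28 in limma's camera test of the interaction). The p-value was 0.257 in fry and 0.160 with an estimated correlation. A single batch may account for the difference, since it was 0.024 without replicate 2. In batch 2 at 5 hpf the effect across genes correlated with the mock change to 24 hpf (Spearman's r 0.17 across genes, which are not independent replicates), the direction of a more advanced StCsm(EGFP) pool. With 1 library against 1 in that batch, a difference in timing and a difference between pools or libraries cannot be told apart.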

How the results depend on the processing

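The subtraction of 24 hpf RNA, the model of EGFP alone and the alternatives for the p53 list and for both gene lists at 5 hpf and 24 hpf were chosen only after results were seen; the others were set before the data were examined. Of 471 alternative values for 47 results, 385 kept their direction and their side of the threshold, or stayed within the spread. The threshold was an unadjusted p of 0.05 for EGFP, as the paper gives it, and for the gene lists, and an adjusted p of 0.1 for the other named genes. The cause was not tested for any change below, except for library totals and where fewer genes or libraries were tested.

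Without the replicate block, 0 genes were called at the 128-cell stage, with EGFP at -0.40 there and -0.53 at 5 hpf and its unadjusted p-value above 0.05 at both. In the fit of all 18 libraries, which keeps the block, EGFP at the 128-cell stage kept an unadjusted p-value of 0.00755 but no longer passed the threshold of 0.1, with an adjusted p = 1 in edgeR's test, against a range of 6.85e-07 to 1 over its alternatives with all 3 batches. Without a filter on low counts, 1513 genes were called at the 128-cell stage (779 shared with the 783), 6 at 5 hpf and 72 at 24 hpf. With all 18 libraries in one fit, 6 genes were called at the 128-cell stage (3 shared) and 1 at 5 hpf. DESeq2's likelihood ratio test called 2 genes at 5 hpf, rnf14 and rps27l, and its Wald test 2. With an adjusted p threshold of 0.05, 199 genes were called at the 128-cell stage. With 24 hpf RNA subtracted, 597 genes were called, all 597 of them among the 783.

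The call of the ribosomal protein genes at the 128-cell stage (-0.38) was lost with the estimated correlation and, after adjustment over 6 tests, in fry (0.283). At the later stages the medians do not depend on the set test, but the calls were lost both in fry and with the estimated correlation for the ribosomal protein genes at 5 hpf (0.15) and 24 hpf (-0.21) and for the splicing factor genes at 5 hpf (0.071) and 24 hpf (-0.053). With library totals, the splicing factor genes at 24 hpf reversed to 0.038 and nanos3 at the 128-cell stage to 0.0043. Library totals moved the median of all genes by 0.094 at 24 hpf and by 0.024 at the 128-cell stage, about as far as these 2 values moved, so that both reversals follow a shift of all genes.

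Across the 3 fits that each left out one replicate, 102 to 875 genes were called at the 128-cell stage, 0 to 22 at 5 hpf and 0 to 46 at 24 hpf. The EGFP log2 fold change ranged from -0.52 to -0.32 at the 128-cell stage and from -0.63 to -0.43 at 5 hpf, where its unadjusted p-value was 0.213 without replicate 1. The difference between these effects ranged from -0.34 to 0.064 and reversed without replicate 1. The ribosomal protein genes ranged from -0.46 to -0.30 at the 128-cell stage, from -0.25 to 0.40 at 5 hpf and from -0.42 to 0.028 at 24 hpf, and the last 2 reversed without replicate 2. The splicing factor genes ranged from -0.034 to 0.056 at the 128-cell stage (reversed without replicate 2), from 0.0093 to 0.14 at 5 hpf and from -0.098 to -0.050 at 24 hpf. Among named genes at the 128-cell stage, tdgf1 (-0.082 to 0.054) and nanos3 (-0.11 to 0.068) reversed without replicate 2, ca15b (-0.077 to 0.16) without replicate 1 and, with -0.031, without replicate 3, and fli1 (-0.37 to 0.14) without replicate 3.

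The smallest replicate correlation was 0.884 for CPM without the logarithm, 0.962 with filtered genes and 0.950 as Spearman's. The first principal component held 67.1% with all filtered genes and 69.0% to 70.6% with each replicate left out. The mean correlation of the effect with the developmental change was -0.012 with at least 10 counts in every library and -0.097 with the change between the other stages at the 128-cell stage, and at 5 hpf it reversed to 0.019 as Pearson's and to 0.070 with the change between the other stages. Other results changed as well, 18 of them weaker and 9 stronger.

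Corrections for gene length and GC content and all results on complementarity to the crRNA were not run, since no transcript sequences were at hand. DESeq2 gave no adjusted p for 14 values of 7 named genes. Its likelihood ratio test at the 128-cell stage gave none for 9315 of 15498 genes. The 5 hpf test recovered 29.5% of simulated changes, which was 59 of 200 genes changed by 1 on the log2 scale. The simulated counts were drawn for each gene independently. In the real 5 hpf test, 131 genes had an unadjusted p under 0.05 in edgeR's test, against 791 expected by chance. The recovery on simulated counts therefore need not hold for the real counts. The 0 genes called there leave changes of that size open, in many genes as in few.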

Differences from the paper's values

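The paper's likelihood ratio test of EGFP gives P = 3e-4 at the 128-cell stage, where edgeR's quasi-likelihood test gave 6.70e-05. Among the alternatives set before the data were examined, only the fit without replicate 2 (0.000274) was within 1.5 times the paper's value. DESeq2's likelihood ratio test, the comparison of models that the paper describes, gave 1.41e-06. For 5 hpf the paper's value is P = 1e-4, and edgeR's test gave 0.0144. No alternative set before the data were examined closed this gap; DESeq2's likelihood ratio test gave 0.0196 and the fit of all 18 libraries 0.00133. A negative binomial likelihood ratio test of EGFP alone with the authors' size factors, chosen after seeing the values, gave 0.000461 at the 128-cell stage, just over 1.5 times the paper's value, which is printed to 1 digit. At 5 hpf it gave 0.000306, closer to the paper's value than the other settings run but still more than 1.5 times as large.

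The paper places all replicate correlations above 0.9. One alternative, CPM without the logarithm, gave a smallest value of 0.884.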

Other observations

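The test of carry-over for the ribosomal protein genes, and the splits at 5 hpf and 24 hpf, were chosen only after the results were seen, as were the thresholds by which the tests of short mRNAs and of a developmental delay were read.

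At the 128-cell stage, 1 of the 10 splits of the 6 libraries into 3 and 3 gave as many genes as the 783 of the real split, namely the real split itself. With 10 splits the share cannot fall below 1 in 10. Of the 10, 4 part all 3 pairs, the real one included, and only these reassign injection within every batch. Among these 4 the share cannot fall below 1 in 4. Apart from the real split, those that part all 3 pairs called 0 genes (152 to 529 at an unadjusted p under 0.05). Those that part only batch 2 called 284 (2897 at an unadjusted p under 0.05, as in the real split). Where the real split called 0 genes, as in the comparisons that follow, every split gives as many by construction, so that the counts at an unadjusted p under 0.05 are given as well. At 5 hpf, 10 of the 10 splits gave as many genes as the real one, which called 0 (131 at an unadjusted p under 0.05, a number that all 10 splits reached), and the others called up to 72, or up to 34 among those that part all pairs. At 24 hpf, 10 of the 10 splits gave as many as the 0 of the real one (819 at an unadjusted p under 0.05, which 4 of the 10 splits reached), and the splits that part only batch 2 called 4086 genes, while the other splits that part all pairs called 0 (189 to 1970 at an unadjusted p under 0.05). With the replicate block, a split that parts only batch 2 compares the 2 libraries of that batch, with the differences within the other batches as the noise. For the difference of the effect between the 128-cell stage and 5 hpf, 32 of the 32 assignments of injection within the batches gave as many genes as the real one, which called 0 (607 at an unadjusted p under 0.05, which 19 of the 32 reached).

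The lower ribosomal protein transcripts at the 128-cell stage were weighed against technical explanations. Carry-over of 24 hpf RNA is argued against, since the median stayed at -0.37 after its subtraction. Loss of short mRNAs in library preparation may contribute, since the oxidative phosphorylation genes had a median of -0.25 with 76 of 78 genes lower. Their mRNAs were assumed to be short as well, and their lengths were not measured here. This change is smaller than that of the ribosomal protein genes but of the same order. Without transcript lengths, loss of short mRNAs and regulation of the ribosomal protein genes cannot be told apart. Detection also depends on the poly(A) tail, and tails were not measured, so that abundance and tail length were not separated either. The translation factor genes had a median of -0.12, with 29 of 42 genes lower.

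A developmental delay, which the paper proposes, could lower transcripts that rise in development. The correlation of the effect with the mock change to 5 hpf was negative in 3 of 3 batches at the 128-cell stage, from -0.066 in batch 1 to -0.013 in batch 2. With at least 10 counts in every library, the values ranged from -0.033 to 0.0038. The level of 24 hpf transcripts in the mock libraries was also highest in batch 1 (0.455%) and lowest in batch 2 (0.0735%). RNA of 24 hpf embryos in mock libraries could give the same sign, and the correlation was not repeated with it subtracted. The change to 5 hpf spans the onset of zygotic transcription and need not be the direction of a short delay, so that a delay and other causes cannot be told apart with these stages.

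At 5 hpf, the deviations of StCsm(EGFP) replicate 3 correlated across genes with those of mock replicate 2 (Pearson's r 0.56) and less with those of mock replicate 3 (0.032), and those of StCsm(EGFP) replicate 2 with mock replicate 2 at 0.067. Genes are not independent replicates, and an exchange of samples was not tested.

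The interferon-stimulated genes had a median log2 fold change of 0.14 at the 128-cell stage. The gene myl7, which the paper names, had a log2 fold change of -0.29 at 24 hpf (adjusted p = 0.977 in edgeR's test).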
